# Characterization and metabolic synthetic lethal testing in a new model of SDH-loss familial pheochromocytoma and paraganglioma

**DOI:** 10.18632/oncotarget.23639

**Published:** 2017-12-22

**Authors:** John Smestad, Oksana Hamidi, Lin Wang, Molly Nelson Holte, Fatimah Al Khazal, Luke Erber, Yue Chen, L. James Maher

**Keywords:** transcriptomics, epigenomics, proteomics, synthetic lethality, lactate dehydrogenase

## Abstract

Succinate dehydrogenase (SDH)-loss pheochromocytoma and paraganglioma (PPGL) are tumors driven by metabolic derangement. SDH loss leads to accumulation of intracellular succinate, which competitively inhibits dioxygenase enzymes, causing activation of pseudohypoxic signaling and hypermethylation of histones and DNA. The mechanisms by which these alterations lead to tumorigenesis are unclear, however. In an effort to fundamentally understand how SDH loss reprograms cell biology, we developed an immortalized mouse embryonic fibroblast cell line with conditional disruption of *Sdhc* and characterize the kinetics of *Sdhc* gene rearrangement, SDHC protein loss, succinate accumulation, and the resultant hypoproliferative phenotype. We further perform global transcriptomic, epigenomic, and proteomic characterization of changes resulting from SDHC loss, identifying specific perturbations at each biological level. We compare the observed patterns of epigenomic derangement to another previously-described immortalized mouse chromaffin cell model of SDHB loss, and compare both models to human SDH-loss tumors. Finally, we perform analysis of SDHC synthetic lethality with lactate dehydrogenase A (LDHA) and pyruvate carboxylase (PCX), which are important for regeneration of NAD+ and aspartate biosynthesis, respectively. Our data show that SDH-loss cells are selectively vulnerable to LDH genetic knock-down or chemical inhibition, suggesting that LDH inhibition may be an effective therapeutic strategy for SDH-loss PPGL.

## INTRODUCTION

Pheochromocytoma and paraganglioma (PPGL) are rare neuroendocrine tumors arising from chromaffin cells of the adrenal medulla and autonomic sympathetic and parasympathetic paraganglia, respectively. Each year there are approximately 500 to 1600 new PPGL cases in the United States, with the combined estimated annual incidence of ∼0.8 per 100,000 person-years [1]. More than 30% of PPGL are hereditary with greater than 40% penetrance depending on genotype and up to 50% develop metastases in certain hereditary germline mutations [2, 3].

Mutations in tumor-suppressing genes encoding subunits of the succinate dehydrogenase (SDH) complex (SDHA, SDHB, SDHC, and SDHD, i.e. SDHx genes) and the required assembly factor that flavinates SDHA (SDHAF2) can inhibit SDH activity and thereby cause hereditary and (apparently) sporadic PPGL [4–9]. Syndromic PPGL is also seen as a part of multiple endocrine neoplasia type 2 (MEN2), von Hippel-Lindau (VHL) disease, and neurofibromatosis type 1 (NF1). Additionally, novel mutations associated with PPGL continue to be discovered. These include mutations in transmembrane protein 127 (TMEM127), myc-associated factor X (MAX) genes, somatic gain-of-function mutations in the gene encoding hypoxia-inducible factor 2α (HIF2A), and pathogenic germline mutations in the FH gene encoding fumarate hydratase [10–13].

Decreased activity of SDH due to mutations in SDHx genes leads to increased intracellular concentrations of succinate, a tricarboxylic acid (TCA) cycle intermediate thought to be a crucial tumorigenic oncometabolite SDH-deficient PPGL [6, 8, 14–17]. Succinate is a 2-ketoglutarate analog, and is an inhibitor of an entire class of more than 40 dioxygenase enzymes that utilize dioxygen, iron, and 2-ketoglutarate in hydroxylation and demethylation reactions [18]. Inhibition of prolyl hydroxylases by succinate is believed to activate pseudohypoxic signaling, which may be tumorigenic [14, 15, 19, 20]. Additionally, succinate inhibition of TET DNA demethylases and Jumonji domain histone demethylases is believed to cause hypermethylation of histones and DNA, resulting in global transcriptional perturbation [21–24]. Despite these insights, however, it remains unclear how SDH loss and resultant pseudohypoxia and global epigenomic derangement are tumorigenic.

In an effort to fundamentally understand how SDH loss reprograms cell biology, we developed an immortalized mouse embryonic fibroblast cell line with conditional disruption of *Sdhc* and characterize the kinetics of *Sdhc* gene rearrangement, SDHC protein loss, succinate accumulation, and the resultant hypoproliferative phenotype. We study this new model of SDH loss by performing global transcriptomic, epigenomic, and proteomic characterization of changes resulting from SDHC loss, identifying specific perturbations at each biological level. We compare the observed patterns of epigenomic derangement to another previously described immortalized mouse chromaffin cell model of SDHB loss, and compare both models to human SDH-loss tumors.

In the absence of a fully functional TCA cycle due to SDH deficiency, cells rewire their metabolic network and become dependent on alternative pathways for proliferation and survival. Genetic and hypoxia-mediated disruptions of the TCA cycle have been suggested to result in greater reliance on glycolysis and/or reductive carboxylation of glutamine for the provision of carbon for anaerobic purposes [25–27]. Prior investigations suggest that LDHA, an enzyme that catalyzes the reduction of pyruvate to lactate for NAD+ regeneration, is critical for survival of SDH-deficient cells [28, 29]. In parallel, it has been suggested that PCX is an essential enzyme for aspartate biosynthesis, particularly in glycolytic cells that lack TCA cycle function [30]. In the current study, we characterize the sensitivity of our new SDH-loss model to genetic loss of LDHA and PCX via lentivirus-mediated shRNA knockdown. We additionally characterize the sensitivity of SDH loss cells to chemical inhibition of LDH. Our data show that SDH-loss cells are selectively vulnerable to LDH genetic knock-down or chemical inhibition, suggesting that LDH inhibition may be an effective therapeutic strategy for SDH-loss PPGL.

## RESULTS

### Genetic and phenotypic characterization of SDHC-loss iMEF model

We developed experimental (*Sdhc* fl/fl) and control (*Sdhc* fl/wt) immortalized mouse embryonic fibroblast (iMEF) cell lines in which *Sdhc* gene rearrangement can be triggered by doxycycline induction of Cre recombinase expression. These iMEF lines were obtained from mouse embryos using animals by FLP recombinase manipulation of a *Sdhc* gene trap allele with exon 4 spanned by Cre recombinase recognition sequences, developed by the Wellcome Trust Sanger Institute. Both experimental and control iMEFs were treated with doxycycline and sampled over time to monitor *Sdhc* gene rearrangement using PCR primers flanking floxed exon 4 that reveal a shortened PCR product upon Cre-mediated gene rearrangement (Figure 1A). Following *Sdhc* gene rearrangement, loss of SDHC and SDHB proteins was verified by Western blot analysis (Figure 1B, 1C). Quantification of the *Sdhc* floxed allele and SDHC protein decay rates using exponential decay fitting revealed DNA rearrangement and SDHC protein half-lives were ∼1.8 and ∼2.2 d, respectively, with midpoints at 1.8 and 3.6 days (Figure 1D). Intracellular succinate levels were then profiled using GC/MS approaches. Succinate was found to be elevated in experimental cells following induction of SDHC loss, but not control cells (Figure 1E). We then characterized cell population doubling time over a time-course, revealing increased doubling times for SDH-loss cells (Figure 1F).

**Figure 1:**
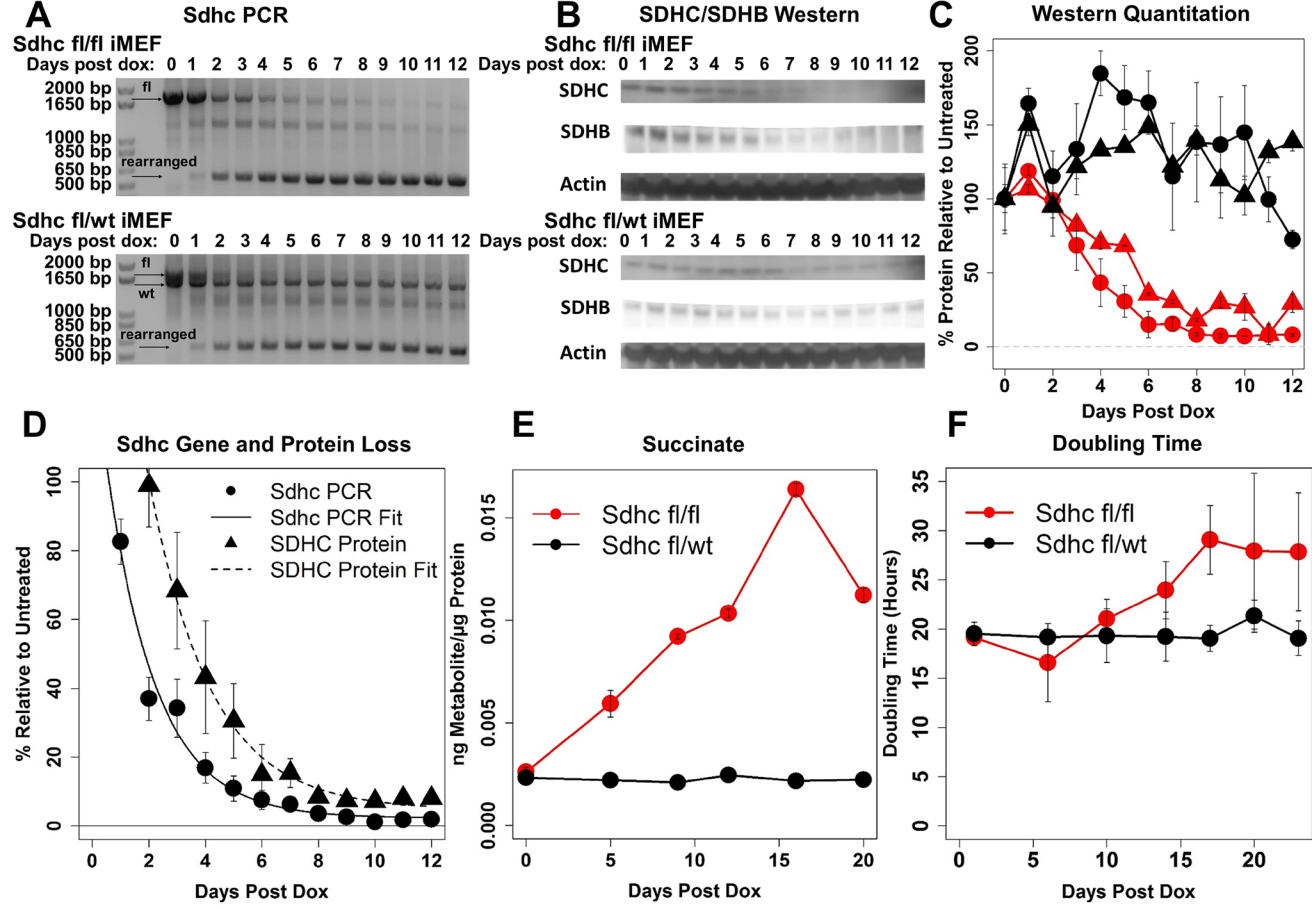
Genetic and phenotypic characterization of SDHC-loss iMEFs (**A**) PCR analysis of *Sdhc* gene rearrangement using primers flanking [floxed] exon 4, resulting in production of a shortened PCR product upon Cre-mediated gene rearrangement. (**B**) Western blot analysis of SDHC and SDHB protein loss following *Sdhc* gene rearrangement. (**C**) Western blot quantitation. Colors indicate respective iMEF line (red, experimental; black, control). Symbols correspond to quantified protein (circles: SDHC; triangles: SDHB). Welch two-sample *t*-test of SDHC protein amount at day 12 quantified for experimental and control lines yields *p*-value of 0.004 (*N* = 6 experimental replicates). Similar statistical analysis of SDHB protein amount yields *p*-value of 3E-5. (**D**) Exponential decay models of *Sdhc* gene rearrangement and protein loss. DNA rearrangement and SDHC protein half-lives are 1.76 and 2.17 d, respectively. Midpoints for DNA rearrangement and SDHC protein loss curves occur at 1.8 and 3.6 d, respectively. (**E**) Measured intracellular succinate abundance. Values are normalized to total protein. (**F**) Quantitation of cell population doubling time. Welch two-sample *t*-test of doubling time difference between experimental and control lines at day 22 yields a *p*-value of 0.004.

### Global transcriptional responses to SDHC loss

We next characterized immediate transcriptome-wide changes in response to SDHC loss. For this purpose, we employed a time-course experimental design in which we triggered rearrangement of *Sdhc* floxed alleles in experimental and control iMEF lines and then iteratively sampled these cell cultures over time for RNA-seq profiling to monitor time-dependent changes in gene expression (Figure 2A). To identify differentially-expressed genes, we leveraged biological triplicate RNA-seq experiments collected at day 16 post induction to perform a differential gene expression analysis [absolute log_2_(fold-change) >1 and adjusted *p*-value < 0.05]. An unfiltered differential genes expression analysis identified 610 genes that were differentially expressed between experimental and control lines at day 16 (absolute log_2_(fold-change) >1 and adjusted *p*-value < 0.05, Supplementary Table 1). We further filtered the results to consider only genes whose expression was similar (within two-fold) between experimental and control lines at day 0 (Figure 2B, 2C). This filtering retained 161 genes (Supplementary Table 2). A majority (111; 69%) of these differentially-expressed genes were up-regulated in the experimental line relative to control.

**Figure 2:**
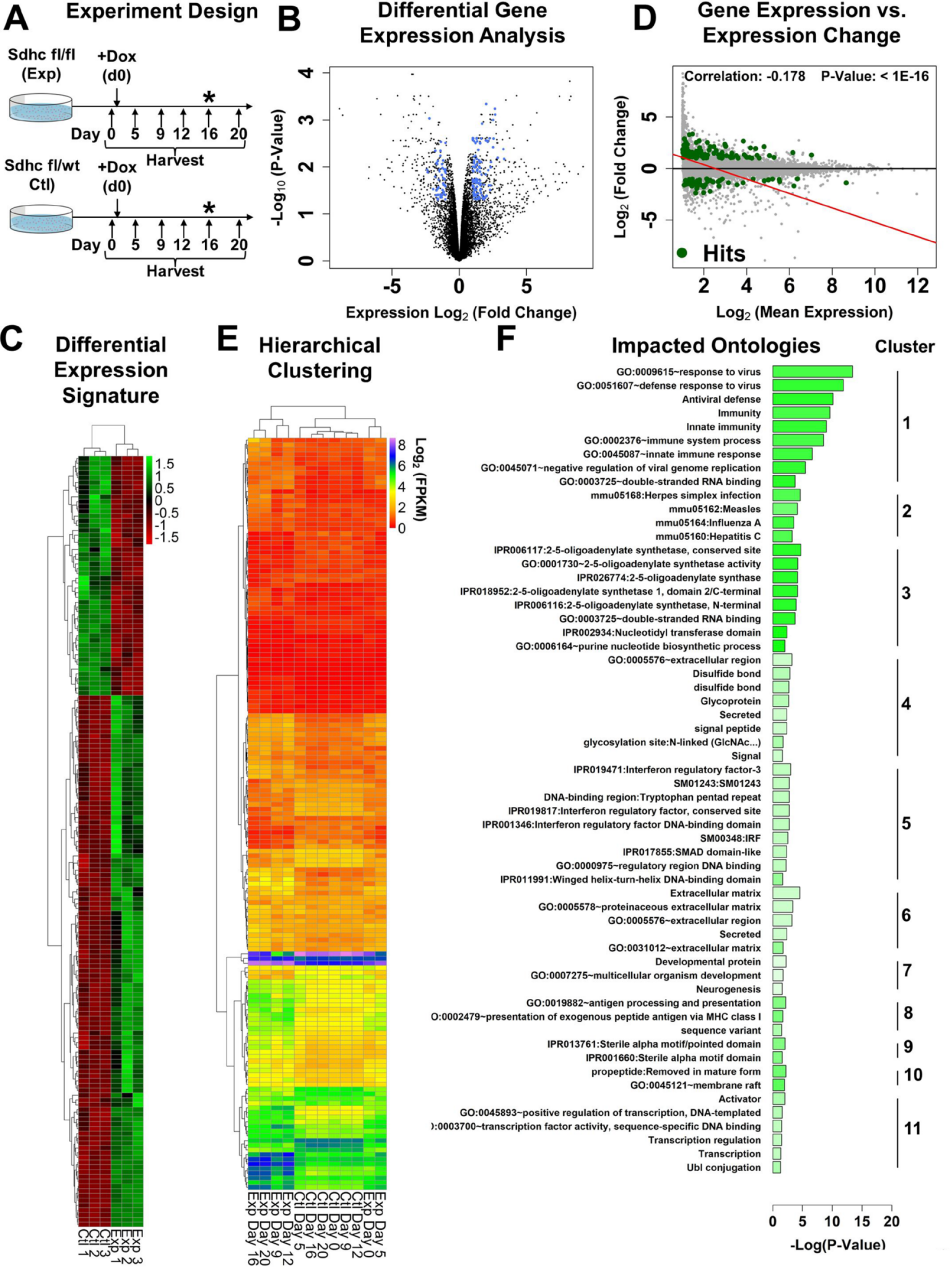
Transcriptomic characterization of SDHC-loss iMEFs (**A**) Schematic representation of Sdhc loss time-course design used for RNA-seq experiments. Both Sdhc fl/fl (experimental) and Sdhc fl/wt (control) iMEFs are treated with doxycycline and sampled over time to monitor transcriptional responses to Sdhc loss. Asterisks (*) indicate time point used for collection of biological replicate (*N* = 3) specimens used for differential gene expression analysis. (**B**) Volcano plot showing expression differences between experimental and control lines at day 16. Subset of genes identified as differentially expressed (log2FC > 1 and adjusted *p*-value < 0.05 and which showed less than 2-fold expression difference between the two lines at day 0; *N* = 161 genes) are highlighted in blue. (**C**) Heat map showing relative expression of identified differentially expressed genes between experimental and control cell lines and biological replicates. (**D**) Analysis of observed gene expression changes as a function of baseline expression value in control cells. Subset of differentially-expressed genes is highlighted in green. (**E**) Unsupervised hierarchical clustering of time-course experiment gene expression profiles for experimental and control iMEF lines using identified differentially-expressed genes. Experiment design is as depicted in A. Dendrogram structure at top of plot indicates degree of similarity between clustered gene expression signatures. (**F**) DAVID functional annotation enrichment analysis and clustering of impacted gene ontologies. Color indicates average gene expression change for impacted genes mapping to each ontology (green: up-regulation in experimental line; red: down regulation in experimental line).

Correlation of gene-specific expression change with baseline expression levels in the control cell line revealed a negative correlation (−0.178, *p*-value < 1E-16) between expression change and baseline expression value genome-wide (Figure 2D). Further examination of this correlation using a linear fit to the full dataset revealed that genes having a baseline expression value < 6 fragments per kilobase million (FPKM) tend to increase in expression in the context of SDHC-loss, while genes having expression >6 FPKM tend to decrease in expression. This finding that patterns of SDHC-loss transcriptional change correlate with baseline expression values in normal cells has not previously been reported, and points to distinct transcriptional activating and repressing effects that operate on these gene subsets in the context of SDHC-loss.

We next asked whether the expression levels of the 161 genes differentially-expressed at day 16 after SDH loss are adequate to classify experimental and control time-course samples into distinct groups. We also wished to ascertain at what time major differences in gene expression begin to emerge. We therefore performed unsupervised hierarchical clustering of gene expression profiles using the identified differentially-expressed genes. This analysis (Figure 2E) reveals that experimental time-course day 0 and 5 samples have high similarity to the control samples, and that major changes in gene expression begin to emerge by day 9, and become more pronounced at later time points. This is consistent with a model in which transcriptional differences between the two iMEF lines emerge after induction of *Sdhc* gene rearrangement, with dramatic differences between day 0–5 and day 9–20 experimental iMEF line transcriptional profiles, and corresponds with the observed delay in loss of previously-expressed SDHC protein.

To gain insight into functional implications of SDH loss in the fibroblast context, we performed functional annotation enrichment analysis and term clustering on the list of identified differentially-expressed genes using the DAVID functional annotation database [31]. This analysis (Figure 2F, Supplementary Table 3) revealed several clusters of terms describing the fibroblast response to SDHC loss. The most highly enriched term sets (clusters #1, #2, and #3) reveal significant induction of genes involved in innate immunity and antiviral response. Other prominent patterns in the enriched term sets include induction of genes involved in disulfide bond formation (cluster #4), interferon genes (cluster #5), and extracellular matrix genes (cluster #6).

### Genome-wide DNA methylation patterns in response to SDHC loss

To extend our analysis of SDH loss to epigenetic effects, we performed global profiling of DNA methylation patterns. As in gene expression analysis, we adopted a time-course experimental design in which we monitor differences in DNA methylation that emerge between experimental and control iMEF lines upon induction of SDHC loss with doxycycline. For each time point, isolated genomic DNA from experimental and control cell lines was profiled by reduced representation bisulfite sequencing (RRBS) [32] to map genome-wide patterns of DNA methylation. 

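The RRBS data analysed here are 12 libraries, 1 for each of the experimental (Sdhc fl/fl) and control (Sdhc fl/wt) iMEF lines before doxycycline (day 0) and on days 5, 9, 12, 16 and 20 of treatment. RRBS sequences genomic fragments released by a restriction enzyme that cuts at CpG-containing sites, after bisulfite treatment, which converts unmethylated cytosines and leaves methylated cytosines as C. The authors aligned the reads to the mm10 mouse genome with Bismark and deposited, for each CpG cytosine, the percentage of reads called methylated. These percentages were divided by 100 to give beta values between 0 and 1. The deposited values carry no read counts, so the depth behind each value is unknown, no confidence interval is given for single sites, and no coverage filter was applied. The number of cytosines listed is the only measure of library size here. The experimental libraries of days 5 to 20 listed between 1396072 and 1711411 cytosines with a median of 1664986, the experimental day 0 library listed 1666815, and the control libraries listed between 932307 and 1716381 with a median of 1497118. The library with the fewest cytosines was that of control day 12. In all 12 libraries, 606488 autosomal CpG cytosines were listed, and 508351 of these had a beta value that differed between libraries and were kept. Cytosines on the 2 strands of a CpG were kept as separate sites. The mean absolute difference between the beta values of neighbouring cytosines on the 2 strands, over 27759 pairs, was 0.165 in the control day 12 library and between 0.0867 and 0.139 in the other libraries. Following the grouping of the study, the 6 control libraries were set against the 5 experimental libraries of days 5 to 20 with limma on M-values, log2((beta + 0.01) / (1 - beta + 0.01)), with Benjamini-Hochberg adjustment and a threshold of 0.05. Each line has 1 library per day, so the SD values given over a series are between time points of a single line and not between independent cultures. The p-values from limma and from permutation of libraries rest on the same time points. They do not measure variation between independent cultures or lines.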

Using functionality of the RnBeads R package, we performed a differential DNA methylation analysis to identify CpG site methylation differences between experimental and control sample series, excluding the day 0 experimental sample, with the goal of identifying changes that emerge between the iMEF lines after day 0. 

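Of the 508351 CpG sites tested, 3124 (0.615%) had an adjusted p-value under 0.05 from limma with Benjamini-Hochberg adjustment. The beta value was higher in the experimental series at 1705 of them and lower at 1419. Without adjustment, 61749 sites (12.1%) had a p-value under 0.05. The median absolute difference between the means of the 2 series was 0.384 at the 3124 sites and 0.0614 over all sites. The alternative that moved the count most, apart from a pairing of the libraries by day, was limma on beta values in place of M-values, chosen after the data were seen, which gave 5954 sites. With each library left out in turn, the count lay between 2240 without control day 16 and 3741 without control day 12. Among sites that moved the same way at each day from 5 to 20, the largest increases were at position 118937130 of chromosome 9, within Ctdspl, and at position 123435045 of chromosome 9, within Lars2 (mm10 coordinates). At the Ctdspl site, the beta value was 0.983 ± 0.0229 (SD, n = 5) in the experimental series and 0.00694 ± 0.0170 (SD, n = 6) in the control series, with an adjusted p-value of 0.000135 from limma. At the Lars2 site, the values were 0.984 ± 0.0358 and 0.0107 ± 0.0181, with an adjusted p-value of 0.00021 from limma. The largest decreases were at position 89041222 of chromosome 8, within Sall1, and at position 116266786 of chromosome 10, within Ptprr. The Sall1 site was at 0 in all 5 experimental libraries and at 0.917 ± 0.0968 in the control series (adjusted p-value 0.00139 from limma). The Ptprr site was at 0.0857 ± 0.192 in the experimental series and at 1 in each control library (adjusted p-value 0.00111 from limma). At day 0, before doxycycline, these 4 sites had beta values of 0.973, 0.907, 0.2 and 0 in the experimental line and of 0, 0.0435, 1 and 1 in the control line, in the order named. The combined rank, which takes for each site the worst of its ranks by mean difference, by log2 quotient of the means and by p-value, was used as in the study to select the top 0.1 quantile of 50835 sites. The beta value was higher in the experimental series at 65.4% of these sites, and 3.93% of them had an adjusted p-value under 0.05. Of the 3124 sites, 1062 (34.0%) had a difference between the lines under 0.2 at day 0.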

The results of this differential methylation analysis (Figure 3A) display the calculated DNA methylation beta value difference for individual CpG sites on the x-axis and the significance of the statistical comparison on the y-axis, highlighting the top 0.1 quantile of the dataset in blue as quantified by DNA methylation combined rank. 

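Promoters were taken, as in the methods, from 1500 bp upstream to 500 bp downstream of the transcription start site. A promoter's beta value was the mean over its sites, and 10867 promoters with at least 3 sites were tested (median 9 sites). CpG islands were not analysed here. With limma on M-values and Benjamini-Hochberg adjustment, 211 promoters had an adjusted p-value under 0.05. The promoter beta value was higher in the experimental series at 154 and lower at 57, and 2002 promoters had an unadjusted p-value under 0.05. The count fell to 104 without the experimental day 12 library and lay between 127 and 220 with any other single library left out. The 3 largest increases among promoters with at least 5 sites that moved the same way at each day from 5 to 20 were those of Thbd, Hoxa6 and E030011O05Rik. Thbd (chromosome 2, promoter from 148407689 to 148409688, 9 sites) had a beta value of 0.922 ± 0.0502 (SD, n = 5) in the experimental series and 0.158 ± 0.0993 (SD, n = 6) in the control series, an M-value difference of 6.41 (standard error 0.74, adjusted p-value 0.0021 from limma). Hoxa6 (chromosome 6, from 52208173 to 52210172, 24 sites) had an M-value difference of 3.99 (standard error 0.34, adjusted p-value 0.000197 from limma) between 0.878 ± 0.0191 and 0.303 ± 0.0950. E030011O05Rik had beta values of 0.716 ± 0.103 and 0.154 ± 0.0915 (adjusted p-value 0.0225 from limma), and it stayed past the threshold in 8 of the 11 fits that each left out 1 library. The 3 largest decreases were those of H3f4, Smarca5 and Angptl4. Smarca5 (chromosome 8, from 80738960 to 80740959, 18 sites) had an M-value difference of -4.90 (standard error 0.38, adjusted p-value 0.000101 from limma) between 0.0123 ± 0.00943 in the experimental and 0.385 ± 0.101 in the control series. H3f4 (0.0928 ± 0.0432 against 0.530 ± 0.275, adjusted p-value 0.0488 from limma) and Angptl4 (0.228 ± 0.140 against 0.581 ± 0.0976, adjusted p-value 0.0409 from limma) lay close to the threshold and passed it in 1 and 2 of the 11 fits that each left out 1 library. At day 0 the promoter beta value of the experimental line minus that of the control line was 0.841 for Thbd, 0.547 for Hoxa6, 0.458 for E030011O05Rik, -0.118 for H3f4, -0.322 for Smarca5 and -0.484 for Angptl4. The H3f4 promoter was at 0.0363 in the experimental and 0.154 in the control line at day 0. Its larger later difference thus came with a higher control mean, and not with a fall in the experimental line. Of the genes the paper names in the iMEF work, the promoters of Sdhc, Sdhb, Ldha, Aldh2 and Pcx were not past the threshold, with adjusted p-values from limma between 0.514 for Aldh2 and 0.970 for Sdhc. The Sdhc promoter, with 5 sites, had beta values of 0.0409 ± 0.0602 and 0.0464 ± 0.0706 in the experimental and control series. The Ldhb promoter had fewer than 3 sites and was not tested.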

We also performed this analysis on CpG sites mapping to annotated CpG islands and promoters (Supplementary Figure 1A and 1B, respectively).

**Figure 3:**
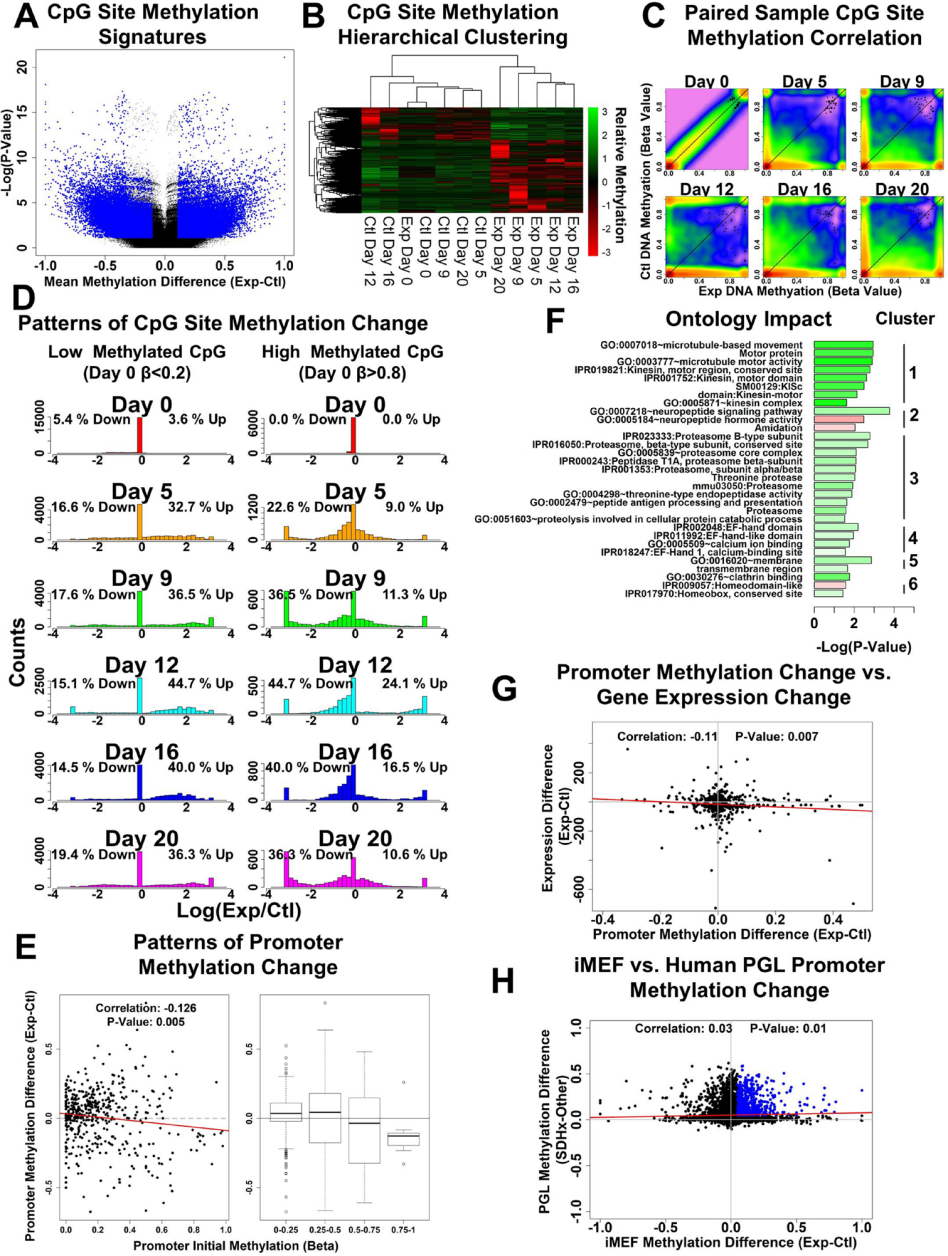
Analysis of genome-wide methylation patterns in SDHC-loss iMEFs (**A**) Volcano plot showing CpG site mean methylation difference versus –log(*p*-value) from RnBeads differential methylation analysis. Comparison was generated between control time series specimens and experimental specimens, excluding day 0. Blue dots correspond to the top 0.1 quantile of the dataset, as quantified by methylation combined rank. (**B**) Unsupervised hierarchical clustering of samples based upon CpG site DNA methylation patterns. The data used for clustering includes the top 0.1 quantile of CpG sites, ordered by methylation combined rank. (**C**) Correlation heat maps showing the emergence of CpG site DNA methylation difference between experimental and control iMEF lines following induction of SDHC loss with doxycycline. Only differences emerging after day 0 are shown. Colors correspond to data point density (red: high; green: intermediate; blue: low). (**D**) Time course analysis of CpG site methylation change, separated according to day 0 methylation status. Left histograms illustrate change in DNA methylation for subset of CpG sites with little initial methylation (day 0 beta value < 0.2). Right histograms illustrate change in DNA methylation for subset of CpG sites with high initial methylation (day 0 beta value > 0.8). Quantitations overlaid on plots indicate the percentage of data CpG sites having a 10-fold increase or decrease in methylation between experimental and control lines. (**E**) Patterns of promoter methylation change shown as a function of initial (day 0) methylation beta value. (**F**) Analysis of gene ontologies impacted by differential methylation of gene promoters. Dataset used for gene ontology searching includes the top 0.1 quantile of data, ranked according to promoter differential methylation combined rank. Color scale indicates mean degree of methylation change for promoters of genes identified as impacted and mapping to that given ontology (green: hypermethylated; red: hypomethylated). (**G**) Integrative analysis of promoter methylation change and gene expression change at day 20 post doxycycline initiation. Promoter methylation change is calculated as the difference between experimental and control cell line promoter beta values. Gene expression change is calculated as the difference between experimental and control line gene expression values (FPKM). Data included in this analysis are the top 0.05 quantile of data ranked according to adjusted *p*-value from differential gene expression analysis. (**H**) Comparison of iMEF SDHC-loss and PPGL SDHx-loss promoter differential methylation patterns. Methylation difference in iMEFs is calculated as a difference of day 20 promoter beta values for experimental minus control lines. Methylation difference for human PPGL tumors is calculated as the difference of beta values for SDHx tumors minus all other PPGL tumors, using the nearest CpG site to a given gene promoter as a surrogate for promoter methylation beta value.

The top 0.1 quantile of differentially-methylated CpG sites were then used to perform unsupervised hierarchical clustering of time-course samples following induction of SDHC loss (Figure 3B). 

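Hierarchical clustering was repeated on the beta values of the 50835 sites of the top 0.1 quantile, which were chosen without the experimental day 0 library. With Euclidean distance and complete linkage, the tree split first between the control and the experimental libraries. The 6 control libraries fell in the first of these groups and the 5 experimental libraries of days 5 to 20 in the other. The same split was found with average linkage and with correlation distance. The sites were chosen for their difference between these same series, which favours the split, so it is not independent evidence of a difference. Over all 508351 sites, with Euclidean distance and complete linkage, the first split set the control day 12 library apart from the other 11.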

Impressively, the methylation information at these loci was sufficient to produce a relational dendrogram that reveals high similarity between experimental day 5–20 specimens and similarly clusters all control specimens together. This CpG site methylation-based clustering also indicated a high degree of similarity between the control specimens and the experimental day 0 specimen, as expected. 

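Over the 50835 top sites, the experimental day 0 library clustered with the 5 other experimental libraries and with 0 of the 6 control libraries. Its nearest library was that of experimental day 16, and its mean Euclidean distance was 63.1 to the 5 experimental libraries and 90.3 to the 6 control libraries. To place each library on a common scale, it was projected on the axis from the mean of the control series (0) to the mean of the experimental series (1), with the sites and both means found without that library. The experimental day 0 library had a score of 0.801. The experimental libraries of days 5 to 20 had scores between 0.697 and 0.796, and the control libraries had scores between 0.229 and 0.290. Leaving out a further library moved the day 0 score to between 0.736 and 0.817. Over all 508351 sites the day 0 score was 0.774. A different result was obtained with the 19319 top sites (38.0%) whose day 0 difference between the lines was under 0.2, a filter that the paper applies for Figure 3C and that was applied here to the clustering only after the data were seen. With these sites, Euclidean distance and complete linkage, the experimental day 0 library clustered with the 6 control libraries, its nearest library was that of control day 0, and its score was 0.469. The filter also moved the control day 0 library, from a score of 0.273 to 0.591. With average linkage these sites put it in a cluster with 5 experimental and 5 control libraries, and with correlation distance in a cluster with 5 experimental libraries and 1 control library. Of the 3124 sites past the limma threshold, 2398 (76.8%) had the experimental day 0 library on the experimental side of the midpoint between the means of the 2 series. The day 0 library is a single sample and no p-value is given for its position.

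**Figure D1:**
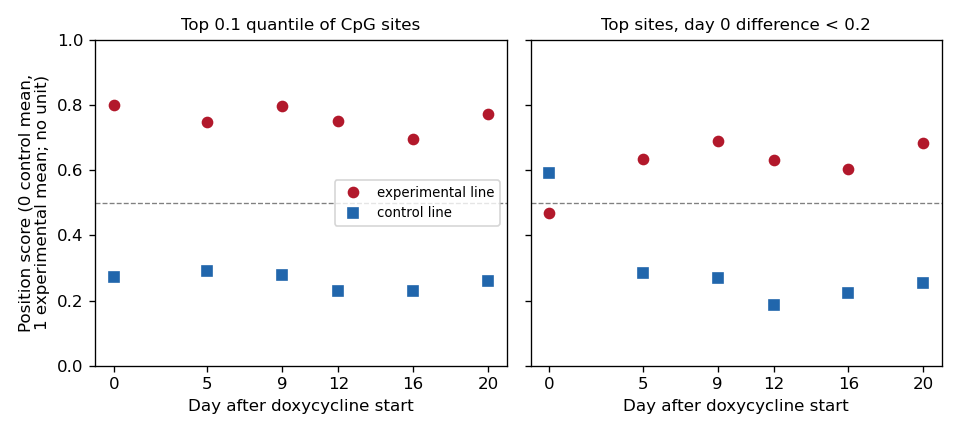
Position score of each library, without unit (0 at the mean of the control series, 1 at the mean of the experimental series), against days after the start of doxycycline, for the top 0.1 quantile of CpG sites (left) and for those of them with a day 0 difference between the lines under 0.2 (right). Each point is 1 library and the dashed line marks 0.5. On the left, experimental day 0 is at 0.801, above the control libraries at 0.229 to 0.290, and on the right it is at 0.469.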

Clustering analyses were also performed for CpG sites mapping to annotated CpG islands and promoters (Supplementary Figure 1C and 1D, respectively). All three analyses support the conclusion that meaningful differences in methylation between iMEF lines emerge after day 0 and are attributable to SDHC loss in the experimental line.

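At the level of promoters, the top 0.1 quantile held 1087 promoters, of which 894 (82.2%) had a day 0 difference between the lines under 0.2. The experimental day 0 library clustered with the 5 other experimental libraries and with 0 controls over the 1087 promoters, and also over the 894, with either distance and either linkage. Its position score was 0.866 over the 1087 promoters, against 0.773 to 0.905 for experimental days 5 to 20 and 0.145 to 0.182 for the controls. With the 894 promoters of a small day 0 difference its score was 0.683, against 0.667 to 0.815 for experimental days 5 to 20 and 0.152 to 0.387 for the controls. Of the 211 promoters past the limma threshold, 174 (82.5%) had the day 0 library on the experimental side of the midpoint, and 133 had a day 0 difference under 0.2. From its clustering of sites, islands and promoters, the paper concludes that the differences between the lines emerge after day 0 and are attributable to SDHC loss.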

We then examined specific patterns of DNA methylation change at CpG sites that emerge between experimental and control iMEF lines following induction of SDHC loss. For this analysis, only CpG sites in the top 0.1 quantile of differential expression combined rank, and which did not have significant difference at day 0 (beta value difference < 0.2) were considered. Shown in Figure 3C, and seen most prominently at days 12 through 20, dramatic differences emerge in CpG site methylation. In particular, CpG sites that have either a very low or very high beta value in the control line tend to display an off-diagonal gradient of beta values between 0 and 1 in the experimental line. 

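Among the 19319 top sites with a day 0 difference under 0.2, the share with a difference of more than 0.2 between the lines was 52.4% at day 5, 63.4% at day 9, 66.0% at day 12, 57.0% at day 16 and 62.9% at day 20. The experimental beta value was the higher at 33.9% and the lower at 18.5% of the sites at day 5, and the higher at 42.9% and the lower at 23.1% at day 12. Between libraries of different days of the same line, the share was 27.5% to 43.4% in the control line and 33.8% to 51.7% in the experimental line, over 10 pairs of days 5 to 20 in each. These sites were chosen for their difference between the series, which raises the share between lines, and for a small difference at day 0, which sets that share to 0. Over all 508351 sites, without either choice, a comparison added after the data were seen, the share was 26.3% to 34.7% between the lines from day 5 to day 20, 30.5% between the lines at day 0, 21.0% to 32.8% within the control line and 20.8% to 31.0% within the experimental line.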

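For each day, the same 19319 sites were divided by their beta value in the control library of that day. Of those under 0.2 in the control library, between 43.9% (day 9) and 51.01% (day 12) had a beta value from 0.2 to 0.8 in the experimental library of the same day, and between 3.44% (day 5) and 13.2% (day 9) were above 0.8. In control libraries of other days, between 9.38% and 34.4% of such sites were from 0.2 to 0.8. Of the sites above 0.8 in the control library, between 42.7% (day 9) and 65.1% (day 16) were from 0.2 to 0.8 in the experimental library, and between 16.4% (day 5) and 39.8% (day 20) were under 0.2. In control libraries of other days, between 10.8% and 58.6% of the sites above 0.8 were from 0.2 to 0.8, and between 3.97% and 20.4% were under 0.2. The shares under 0.2 at days 9, 12 and 20 were 39.0%, 38.3% and 39.8%. The 19319 sites were chosen for a difference between the series, which raises the shares between the lines over those between control days. Over all 508351 sites, without that choice, a comparison added after the data were seen, between 13.7% (day 20) and 23.6% (day 12) of the sites under 0.2 in the control library were from 0.2 to 0.8 in the experimental library of the same day, against 5.12% to 22.8% in control libraries of other days. Of the sites above 0.8, the shares were 20.1% to 29.6% between the lines and 9.69% to 30.2% between control days. Set against the same control library, the experimental library had a larger share than each of the other 4 control libraries at 5 of 5 days for the low and at 3 of 5 days for the high sites. At day 12, 12900 of the 19319 sites were low and 3481 were high in the control library. Over all 508351 sites, the numbers at day 12 were 219433 low and 228483 high.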

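Over the 894 top promoters with a day 0 difference under 0.2, the share that differed by more than 0.2 between the lines was 9.84% at day 5, 16.3% at day 9, 17.4% at day 12, 11.4% at day 16 and 14.9% at day 20. Between libraries of different days, it was 1.23% to 7.72% within the control line and 3.24% to 12.3% within the experimental line. Over all 10867 promoters the share was 4.42% to 8.78% between the lines from day 5 to day 20, 6.02% between the lines at day 0, 2.10% to 8.07% within the control line and 2.21% to 6.63% within the experimental line.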

A similar phenomenon was observed to a lesser extent when performing the analysis on CpG sites mapping to annotated CpG islands and promoters (Supplementary Figure 1E and 1F, respectively).

Since the majority of CpG sites in the control cell line appear to have either a very low or very high beta value, we then asked how these two CpG site populations change in methylation following induction of SDHC loss. We filtered the dataset to keep only CpG sites that have low (beta value < 0.2) or high (beta value > 0.8) methylation at day 0 in both experimental and control lines and analyzed the patterns of methylation change separately for these respective CpG site lists (Figure 3D). 

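In the libraries analysed here, 145789 CpG sites (28.7% of the sites that passed the filters) had a beta value under 0.2 at day 0 in both lines. A site was counted as 10-fold higher or lower by the ratio of the experimental to the control beta value of the same day, with 0.001 added to both. At day 12, 30.3% of these sites were 10-fold higher in the experimental line and 5.61% were 10-fold lower. At day 16 the shares were 30.0% higher and 7.47% lower, at day 5 they were 19.9% and 17.2%, and at day 9 they were 15.7% and 15.6%. At day 20 more sites were lower (19.9%) than higher (13.2%). These directions depended on the measure. With a difference of more than 0.2 in beta value in place of the ratio, 4.82% were higher and 5.73% lower at day 16, and 6.90% were higher and 4.56% lower at day 20. At day 0, 27.7% of the sites were 10-fold higher and 6.50% were 10-fold lower, within values that the choice of sites keeps under 0.2. Averaged over days 5 to 20, the share higher was 21.8% ± 7.96 and the share lower was 13.2% ± 6.27 (SD over 5 days). The ratio depends on the value added to beta values at or near 0, and with 0.05 added in place of 0.001, the alternative that moved the share most, 1.33% of sites were 10-fold higher and 2.10% lower at day 12, 0.655% higher and 1.03% lower at day 16, and 1.58% higher and 0.682% lower at day 20. Among the low sites in the top 0.1 quantile with a small day 0 difference, 58.9% were 10-fold higher and 11.1% lower at day 12. Between control libraries of different days other than day 12, the share higher exceeded the share lower by up to 16.1 percentage points, against 24.6 between the lines at day 12 and 22.5 at day 16. When the other control libraries of days 5 to 20 were set against control day 12, this excess was between 6.62 and 22.5 percentage points. The mean beta value over the 145789 sites was 0.0532 ± 0.00128 (SD, n = 5) in the experimental libraries of days 5 to 20 and 0.0460 ± 0.00176 (SD, n = 5) in the control libraries, higher at each of the 5 days (exact permutation test, two-sided, p = 0.00794, the smallest p-value that 5 libraries against 5 allow). The libraries permuted are time points of 1 line each, so any lasting difference between the lines could give this p-value. At day 0 the means were 0.0288 in the experimental and 0.0113 in the control line. Because the sites were chosen for low values at day 0, the means of day 0 are not comparable with those of later days.

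**Figure D2:**
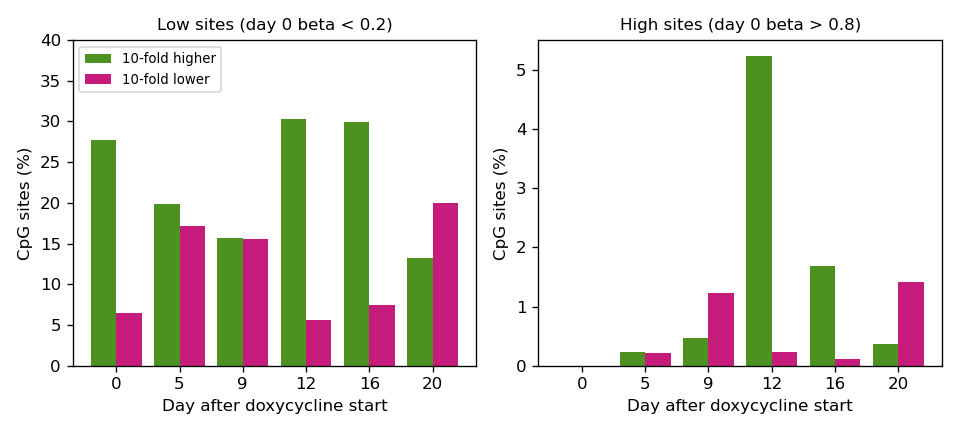
Percentage of CpG sites that were 10-fold higher (green) or 10-fold lower (magenta) in the experimental than in the control library of the same day, for sites with a beta value under 0.2 (left, 145789 sites) or over 0.8 (right, 139632 sites) at day 0 in both lines. Each bar is a comparison of 2 libraries, so there are no error bars, and the vertical scales differ. Among low sites the share higher is 30.3% at day 12 and 13.2% at day 20, and at day 0 it is 27.7%.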

For CpG sites with a low day 0 beta value, the dominant pattern of CpG site methylation change after induction of SDHC loss was found to be hypermethylation, with 44% of CpG sites hypermethylated in the experimental line at day 12, and only 15% of sites hypomethylated. This result is consistent with the current paradigm of succinate-mediated inhibition of Tet demethylases, resulting in global hypermethylation of DNA [33]. We estimate that this pattern of hypermethylation of CpG sites having initially low methylation beta values affects approximately 13% of CpG sites genome wide. 

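Initially low sites that were 10-fold higher in the experimental line made up 8.68% of the 508351 sites at day 12, 8.59% at day 16 and 3.79% at day 20. Initially low sites that were 10-fold lower made up 1.61% at day 12 and 5.71% at day 20.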

For CpG sites with a high day 0 beta value, however, the pattern was opposite. Among these CpG sites, 24% were seen to be hypermethylated in the experimental line at day 12, whereas 44% were seen to be hypomethylated. This finding that highly methylated CpG sites tend to become hypomethylated in the context of SDHC loss is novel and challenges the simple paradigm of global hypermethylation due to Tet enzyme inhibition and suggests a genome-wide averaging of DNA methylation. 

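A beta value over 0.8 at day 0 in both lines was found at 139632 CpG sites (27.5% of the sites that passed the filters). At day 12, 5.24% of them were 10-fold higher in the experimental line and 0.228% were 10-fold lower. Because a beta value is at most 1, a site can be 10-fold higher only where the control value of that day is near 0. For these initially high sites, the share higher therefore counts low values in the control library and not a gain in the experimental line. The other control libraries of days 5 to 20, set against control day 12, gave similar shares higher, from 4.98% to 5.21%. Their shares lower were 0.188% to 1.44%, so the day 12 values are not specific to the experimental line. The share lower exceeded the share higher at day 9 (1.23% against 0.463%) and at day 20 (1.42% against 0.371%), and the share higher exceeded the share lower at day 16 (1.68% against 0.114%). At day 5 the shares were 0.230% higher and 0.218% lower. In the top 0.1 quantile with a small day 0 difference, the shares were larger, with 38.1% of such sites higher and 4.98% lower at day 12, 8.73% higher and 17.8% lower at day 9, and 5.30% higher and 20.7% lower at day 20. With a difference of more than 0.2 in beta value in place of the ratio, 12.2% of the initially high sites were higher and 12.3% lower at day 12, 13.0% were higher and 10.9% lower at day 9, and 12.17% were higher and 12.15% lower at day 20, so the direction at days 9, 12 and 20 depended on the measure. The mean beta value over the 139632 sites was 0.906 ± 0.00614 (SD, n = 5) in the experimental libraries of days 5 to 20 and 0.901 ± 0.00127 (SD, n = 5) in the control libraries (exact permutation test, two-sided, p = 0.103). It was the higher in the experimental line at 4 of the 5 days. Without the experimental day 16 library, whose mean was the lowest of the experimental libraries at 0.898, the difference rose to 0.00750 (exact permutation test, two-sided, p = 0.00794). Over all 508351 sites, the mean beta value was 0.520 ± 0.00555 (SD, n = 5) in the experimental and 0.507 ± 0.00266 (SD, n = 5) in the control libraries (exact permutation test, two-sided, p = 0.00794), and at day 0 the means were 0.519 and 0.512. Adjusted by Benjamini-Hochberg over the 3 means compared, the p-values were 0.0119 for the low sites, 0.103 for the high sites and 0.0119 for all sites. From the shares of high sites higher and lower at day 12 (Figure 3D), the paper reasons that SDHC loss moves highly methylated sites to lower methylation and proposes a genome-wide averaging of DNA methylation.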

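As a share of all 508351 sites, the initially high sites that were 10-fold lower in the experimental line made up 0.0626% at day 12, 0.338% at day 9 and 0.390% at day 20. The initially high sites that were 10-fold higher made up 1.44% at day 12, 0.127% at day 9 and 0.102% at day 20.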

We estimate that this pattern of hypomethylation of CpG sites having initially high methylation beta values affects approximately 6% of CpG sites genome wide.

We then extended this DNA methylation analysis by studying aggregate promoter methylation patterns and how initial (day 0) methylation state correlated with methylation difference between experimental and control lines at day 20. Interestingly, we identified a statistically-meaningful negative correlation (−0.126, *p*-value = 0.005) between initial promoter methylation status and observed day 20 methylation difference (experimental minus control beta values). This result further supports the conclusion that initial methylation status is correlated with observed methylation changes (Figure 3E).

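Across the 10867 promoters with at least 3 sites, Pearson's r between the day 0 beta value, taken as the mean of both lines, and the experimental minus control difference at day 20 was 0.0716 (permutation test, 100000 resamples, two-sided, p = 1e-05, the smallest p-value the resamples can give). The correlation is across promoters, which are not independent replicates. Spearman's rho was 0.0611 (p = 1e-05). The alternative that moved the correlation most was the top 0.1 quantile of promoters by combined rank, with r = 0.157 (1087 promoters, p = 1e-05). With the day 0 value of the control line alone, r was 0.0127 (permutation p = 0.186), and with that of the experimental line alone it was 0.128 (permutation p = 1e-05). Between libraries of the same line, r of the day 0 value with control day 20 minus control day 16 was -0.0269 (permutation p = 0.00526), and with experimental day 20 minus experimental day 16 it was 0.0484 (p = 1e-05). The difference between the lines at day 0 itself had r = 0.00134 with the mean day 0 value (p = 0.889). In this family of 16 correlations, the Benjamini-Hochberg adjusted p-values were 1.6e-05 for the r of 0.0716, 0.229 for the control line alone and 0.00701 for the comparison within the control line.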

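By initial methylation, the 8584 promoters with a day 0 beta value under 0.25 had a mean day 20 difference of 0.0092, with the experimental line higher at 50.4% of them. The mean difference was 0.0359 for the 929 promoters from 0.25 to 0.5, 0.0416 for the 578 from 0.5 to 0.75 and 0.0172 for the 776 above 0.75, with the experimental line higher at 56.7%, 58.3% and 55.7% of them. At the other days, r between the initial value and the difference between the lines was 0.0803 at day 5, 0.0624 at day 9, 0.0554 at day 12 and 0.0118 at day 16 (permutation p-values 1e-05, 1e-05, 1e-05 and 0.218). Day 20, like each other day, has a single library per line.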

We next asked whether the gene promoters most impacted by differential methylation preferentially impact specific gene ontologies. We extracted the gene identifiers for the top 0.1 quantile of differentially-methylated promoters, as quantified by combined methylation rank, and used this list to perform functional annotation enrichment analysis and term clustering using the DAVID functional annotation database [31]. This analysis revealed several clusters of terms found to be preferentially impacted (Figure 3F, Supplementary Table 4). Notably, top impacted functional categories include microtubule-related components (cluster #1), neuropeptide signaling pathway (cluster #2), and proteasome components (cluster #3). These ontologies were not among the top impacted ontologies at the transcriptome level, suggesting that the most meaningful changes in methylation do not necessarily correspond to the most meaningful transcriptomic changes.

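For the genes listed in these 3 clusters of Supplementary Table 4, the difference between the mean promoter beta values of the experimental series (days 5 to 20) and the control series was computed, with no new enrichment test. Of the 16 genes of cluster #1, 13 had a promoter with at least 3 sites, and their median difference was 0.0572, with 9 higher and 4 lower in the experimental series. Of the 15 genes of cluster #2, 13 had such a promoter, with a median difference of 0.0553, 10 higher and 3 lower. Of the 16 genes of cluster #3, 9 had such a promoter, with a median difference of 0.0380, 8 higher and 1 lower. The differences ranged from -0.272 to 0.216 in cluster #1, from -0.303 to 0.107 in cluster #2 and from -0.000667 to 0.293 in cluster #3. No test was made of whether these medians differ from 0. At day 0 the median differences between the lines were -0.00881, 0.0428 and 0.0243 in the same order. In the ranking made here, 8, 7 and 2 of these promoters were in the top 0.1 quantile, and 0, 1 and 0 had an adjusted p-value under 0.05 from limma. The study chose these genes from the same libraries.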

We assessed whether there is a correlation between observed changes in gene expression, quantified via RNA-seq, and observed changes in promoter DNA methylation, quantified via RRBS. We searched for a statistically-significant correlation between expression difference (experimental minus control FPKM values) and promoter DNA methylation difference (experimental minus control beta values). 

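Promoter methylation was set against the day 20 FPKM values of Supplementary Table 1, the study's list of genes that differed in expression at day 16, of which 325 had a promoter with at least 3 sites. Figure 3G takes the top 0.05 quantile of genes by adjusted p-value, a choice that was not repeated here. Pearson's r between the day 20 difference in promoter beta value and the day 20 difference in FPKM, both experimental minus control, was -0.0541 (permutation test, 100000 resamples, two-sided, p = 0.286). The correlation is across genes, which are not independent replicates. Spearman's rho was -0.189 (p = 0.00054), and Pearson's r with the log2 ratio of FPKM values, with 1 added to both, was -0.130 (p = 0.0187). With promoters of 1 site or more (355 genes), the alternative that moved it most, r was -0.225 (permutation p = 0.00094). In steps chosen after the data were seen, r was -0.0505 (permutation p = 0.321) without the 2 promoters farthest from the median methylation difference, and -0.110 (p = 0.0489) without the 2 genes of the largest expression difference. In this family of 9 correlations, the adjusted p-values (Benjamini-Hochberg) were 0.361 for the r of -0.0541, 0.00423 for Spearman's rho, 0.0561 for the log2 ratio, 0.00423 for promoters of 1 site or more and 0.11 without the 2 genes of the largest expression difference.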

As shown in Figure 3G we found an intriguing negative and statistically-meaningful correlation (−0.11, *p*-value = 0.007) between the two variables, suggesting that increased promoter methylation may contribute to reduced gene expression. This is consistent with the current paradigm of promoter DNA hypermethylation being generally repressive of gene expression. We also identified day 0 promoter hypermethylation as correlating with increased day 20 experimental line gene expression (Supplementary Figure 1G). Furthermore, Supplementary Figure 1H shows that genes with increased expression in the experimental line tend to have a higher number of CpG sites per promoter (median = 23), relative to genes that do not change expression (median = 17), and that the opposite is true for down-regulated genes (median = 15). 

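The promoters of 186 genes with increased expression in Supplementary Table 1 had a median day 0 beta value, as the mean of both lines, of 0.126, against 0.0368 for the 10542 promoters of genes not in that table (permutation test of the difference in medians, 100000 resamples, two-sided, p = 1e-05, the smallest p-value the resamples can give). The promoters of 139 genes with decreased expression had a median of 0.110 (permutation p = 2e-05 against the same 10542). Restricted to genes with more than a 2-fold change at day 20, the medians were 0.125 (170 genes) and 0.114 (119 genes). The adjusted p-values over the 14 comparisons of these gene lists were 3.5e-05 for the genes with increased and 4.67e-05 for those with decreased expression. The comparison is across genes within single libraries, and genes are not independent replicates.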

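The number of CpG cytosines listed in all 12 libraries was counted for each promoter with at least 3 of them. The median was 12 for 189 genes with increased expression, 14 for 139 genes with decreased expression and 13 for 11401 genes not in Supplementary Table 1. Neither difference passed the threshold (permutation test of the difference in medians, two-sided, p = 0.647 and p = 0.699, both 0.716 after Benjamini-Hochberg adjustment over the family of 14). Where only sites whose beta value varied between libraries were counted, a choice made after the data were seen, the medians were 11, 11 and 8 (permutation p = 0.00091 and p = 0.00492).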

The basis for these phenomena are unclear.

Next, we assessed whether the observed *Sdhc*-dependent differences in promoter methylation patterns in our iMEF model correlate with SDHx-loss methylation patterns in these same genes in human PPGL tumors. Using publically-available datasets, we calculated the mean gene-specific promoter beta value differences for human SDHx-loss tumors relative to all other PPGL tumors. Strikingly, we observed a weak but statistically-significant correlation (0.03, *p*-value = 0.01) between the observed methylation differences in SDHC-loss iMEFs and SDHx-loss human PPGL tumors (Figure 3H). This indicates that some fundamental aspect of the observed epigenetic response to SDH loss may be conserved across species and cell types. We also assessed the degree of correlation between average promoter beta values averaged across all PGL tumors and day 0 iMEF promoter beta values. This analysis revealed a 33% correlation (Supplementary Figure 2A).

Prior to this report, another group reported the generation and epigenomic characterization of a spontaneously immortalized mouse chromaffin cell model system (imCC) for SDHB loss [33]. We therefore asked to what degree the epigenomic patterns observed in our iMEF model system are similar to this other model. Analysis of promoter methylation patterns in control iMEFs and imCCs revealed a surprisingly high correlation (87%) between these disparate cell types (Supplementary Figure 2B). We measured the similarity of differential promoter methylation patterns between experimental and control lines in these two cell types. This revealed a small but statistically significant correlation (0.051, *p*-value = 2E-10) between the observed epigenomic responses (Supplementary Figure 2C). We then asked how SDH loss patterns of promoter methylation difference between SDHC-loss iMEFs, SDHB-loss imCCs, and human SDHx-loss PPGL tumors compare. The results of this analysis (Supplementary Figure 2D) reveal that, although SDHC-loss iMEF methylation differences have statistically-significant correlation with SDHx-loss PPGL and SDHB-loss imCC methylation differences, the correlation between SDHx-loss PPGL and SDHB-loss imCC methylation differences is approximately 5-fold stronger. This result suggests that, with respect to gene-specific differences in the epigenome, the imCC model system may more closely approximate human PPGL tumors. This result is not surprising given the cell types involved.

We tested whether specific gene promoters are identified as hypermethylated in SDHC-loss iMEFs, SDHB-loss imCCs, and human SDHx-loss PPGL tumors. For this analysis, we considered only gene promoters with a beta difference value (experimental minus control) >0.05. 

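For the iMEF part of this comparison, 2152 of the 10867 promoters (19.8%) had an experimental minus control difference in beta value above 0.05 at day 20, and 1414 (13.0%) had a difference below -0.05. At day 0, 2021 promoters had a difference above 0.05, and 898 of them were among the 2152, which is 41.7% of these. Between control libraries, the number of promoters with control day 20 above another control day by more than 0.05 was 1073 for day 5, 1151 for day 9, 1635 for day 12 and 1384 for day 16. In the other direction, the numbers were 1311, 1362, 1956 and 1596. With promoters of at least 5 sites the number above 0.05 between the lines was 1594 of 8732, and with at least 1 site it was 2796 of 13073.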

A Venn diagram illustration of the hypermethylation dataset overlaps is presented in Supplementary Figure 2E. 282 genes were identified as hypermethylated in all three datasets, representing a conserved list of genes that become hypermethylated in SDH-loss context regardless of species and cell type. DAVID functional annotation enrichment analysis [31] and term clustering performed on this list identified several annotation term clusters (Supplementary Figure 3). Notably, several clusters were identified suggesting a conserved pattern of hypermethylation affecting ECM components and cell membrane (clusters #2, 13, 14), transcription (clusters #4, 16), Wnt signaling (clusters #8, 10), calcium signaling (cluster #12), homeobox factors (cluster #15), and collagen (cluster #17).

### Global proteomic changes in response to SDHC loss

We then assessed the global impact of SDHC loss upon relative protein abundance in experimental and control cell lines to see if observed transcriptomic changes are reflected in the proteome. We employed an experimental approach in which experimental and control cell lines were induced with doxycycline, followed by stable isotope labeling with amino acids in cell culture (SILAC) analysis. Experimental cells were grown in SILAC light medium, and control cells were grown in SILAC heavy medium containing C^13^-labeled lysine and arginine. Cell lines were grown for 16 days following doxycycline induction, followed by proteolytic digest and quantification of relative protein abundance by mass spectrometry approaches (Figure 4A). The experiment was performed in duplicate, enabling statistical analysis of the resulting differential protein abundance data. The replicates detected 2138 proteins in common, providing SILAC heavy/light ratios for 1081 (Figure 4B, 4C). Assessment of the reproducibility of SILAC heavy/light ratios measured between protein quantitation replicates revealed a strong correlation (0.92, *p*-value < 2.2E-16), validating the robustness and reproducibility of this method (Figure 4D).

**Figure 4:**
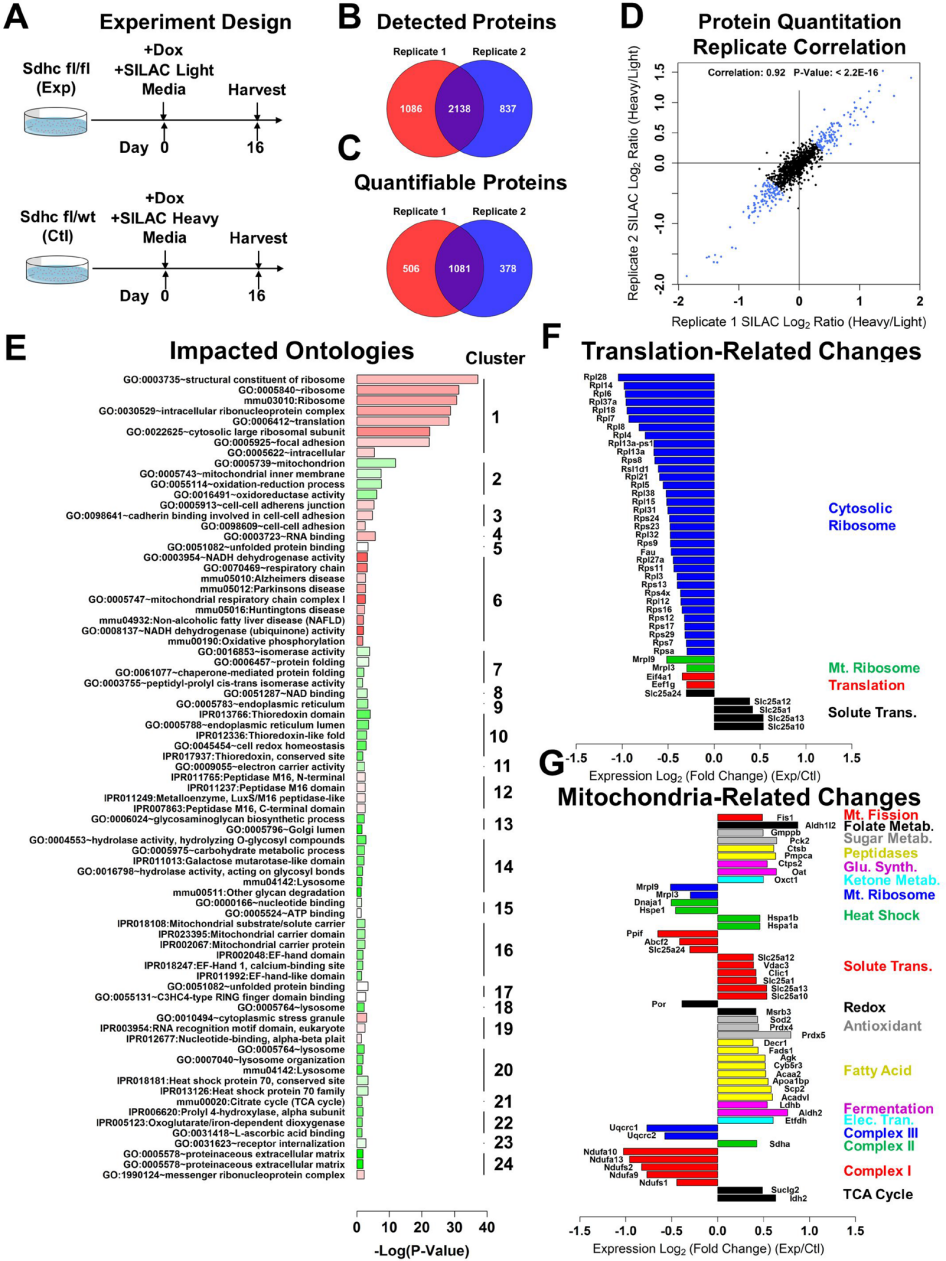
Global proteomic characterization of Sdhc loss iMEFs (**A**) SILAC experimental design. *Sdhc* fl/fl (experimental) and *Sdhc* fl/wt (control) cell lines were induced with doxycycline and grown in SILAC light and heavy medium, respectively. Heavy SILAC medium contained C13-labeled lysine and arginine. At day 16, cell pellets were harvested, pooled, proteolytically digested, and the ratios of heavy and light peptides quantified via mass spectrometry. (**B**) Venn diagram showing overlap of detected proteins identified in two biological replicate heavy/light labeling experiments. (**C**) Venn diagram showing overlap of quantifiable proteins in two biological replicate heavy/light labeling experiments. (**D**) Analysis of correlation between replicate protein quantitation experiments. Plot axes show calculated heavy/light log_2_-transormed ratios. Prior to log-transformation, data on each axis were independently normalized to median values. (**E**) Analysis of gene ontologies, KEGG pathways, and INTERPRO terms impacted at the protein level. Bar height corresponds to the degree of statistical significance in the function term enrichment analysis. Color of the bar corresponds to the magnitude and direction of protein abundance change in experimental vs. control iMEF cell lines (red: down-regulation in experimental line; green: up-regulation in experimental line). (**F**) Translation-related changes in protein expression. Shown are log_2_(fold-change) values (x-axis) for all quantified proteins with annotation mapping to translation-related cluster 1 (panel E). Positive values indicate increased expression in the experimental iMEF line relative to control. Quantified proteins are ordered according to specific cellular functions. (**G**) Mitochondria-related changes in protein expression. Display parameters are the same as in F.

We assessed whether changes in protein abundance preferentially impact specific gene ontologies. We extracted gene identifiers for the top 0.1 quantile of differentially-expressed proteins, and used this list to perform functional annotation enrichment analysis and term clustering using the DAVID functional annotation database [31] (Figure 4E, Supplementary Table 5). This analysis reveals several preferentially impacted term clusters. Notably, this analysis revealed a strong depletion of the ribosomal translational machinery (cluster #1) and a general up-regulation of mitochondrial proteins (cluster #2).

Sub-analysis of the proteins mapping to the translation-related cluster #1 revealed strong down-regulation of both cytosolic and mitochondrial ribosome structural components, as well as translation factors, but an increase in solute transporters responsible for shuttling glutamate, aspartate, citrate, and TCA cycle dicarboxylic acids across the mitochondrial membrane (Figure 4F). Previously, it has been reported that degradation of mature ribosomes is a hallmark of cellular autophagy, suggesting that autophagy may be activated in the context of SDHC loss [34].

Sub-analysis of proteins mapping to mitochondria-related cluster #2 revealed disparate effects upon several different classes of mitochondrial proteins (Figure 4G). Down-regulated groups include constituents of the mitochondrial ribosome and electron transport chain complex I and complex III. Protein groups that are strongly identified as up-regulated include TCA cycle, electron transport, fermentation, fatty acid metabolism, antioxidant defense, and solute transport across mitochondrial membrane. Intriguingly, we have previously shown that inhibition of alcohol dehydrogenase is synthetically lethal with SDH loss in budding yeast, and that the same is true for HEK293 cells knocked-down for SDHB [28]. This observation, together with the observed up-regulation of fermentation components LDHB and ALDH2 in the SDHC-loss iMEF cell culture model, suggests that SDH-deficient cells may become addicted to fermentation, which may represent a metabolic vulnerability amenable to drug targeting. We pursued this possibility.

### Synthetic lethal testing of LDHA and PCX depletion in the context of SDHC loss

SDH-deficient cells are thought to increasingly rely on the activity of LDHA for regeneration of NAD+ and PCX for synthesis of aspartate (Figure 5A). We therefore investigated the effects of LDHA and PCX inhibition using *Sdhc* fl/fl (experimental) and *Sdhc* fl/wt (control) iMEFs as models of SDH-deficient PPGL and normal cells, respectively.

**Figure 5:**
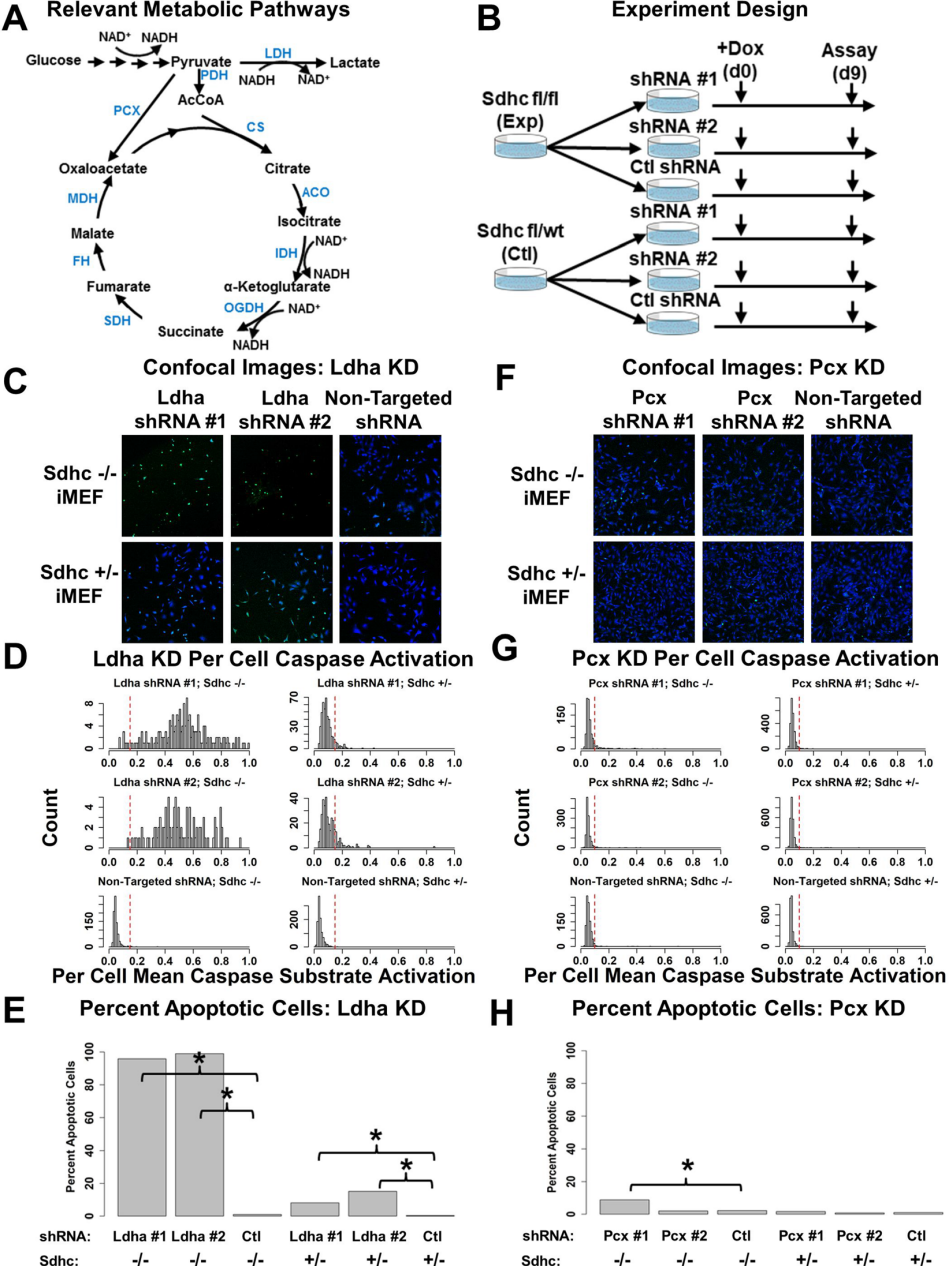
Testing synthetic lethality of LDHA and PCX depletion in the context of SDHC loss (**A**) Schematics of relevant metabolic pathways, including glycolysis and the TCA cycle. (**B**) Diagram of experimental design for synthetic lethal testing. Experimental (*Sdhc* fl/fl) and control (*Sdhc* fl/wt) iMEFs are transduced with shRNA-expressing lentiviruses to generate stable knockdowns of LDHA or PCX. Stable knockdown lines are then treated with doxycycline to induce *Sdhc* gene rearrangement and then assessed for apoptosis induction at day 9 post doxycycline initiation. (**C**) Representative confocal microscopy images from LDHA knock-down experiment. (**D**) Quantitation of per cell mean caspase substrate activation, derived from CellProfiler automated image analysis of LDHA knock-down experiment. Vertical red line indicates threshold caspase intensity for classifying a cell as apoptotic. (**E**) Quantitation of percent of total cells found to be apoptotic in LDHA knock-down experiment. Brackets and asterisks indicate comparisons found to be statistically significant by Chi-Sq test (*p*-value < 0.05). (**F**) Representative confocal microscopy images from PCX knock-down experiment. (**G**) Quantitation of per cell mean caspase substrate activation, derived from CellProfiler automated image analysis of PCX knock-down experiment. Vertical red line indicates threshold caspase intensity for classifying a cell as apoptotic. (**H**) Quantitation of percent of total cells found to be apoptotic in PCX knock-down experiment. Brackets and asterisks indicate comparisons found to be statistically significant by Chi-Sq test (*p*-value < 0.05).

We first tested whether SDH-deficient cells are more sensitive to LDHA knockdown than are cells with intact SDH activity. iMEFs were transduced with two independent short hairpin RNA (shRNA)-expressing lentiviruses to generate stable LDHA knockdown iMEF lines (Figure 5B). Controls were generated by transducing corresponding *Sdhc* fl/fl and control *Sdhc* fl/wt cells with a non-targeted shRNA-expressing lentivirus. LDHA depletion was confirmed by quantitative Western blot analysis showing dramatic reduction in protein levels (Supplementary Figure 4A, 4B). The cells were then treated with doxycycline to trigger *Sdhc* gene rearrangement and subsequent loss of SDHC protein. Consistent with synthetic lethality upon metabolic rewiring of SDH loss cells, LDHA deficiency resulted in marked cleavage of caspase substrate as a marker for apoptosis in SDHC-deficient cells on day 9 post doxycycline initiation (Figure 5C, 5D). In contrast, apoptosis was rarely observed in LDHA depleted control iMEFs and no apoptosis was observed in non-targeted Sdhc-deficient and control iMEF cell lines (Figure 5E). These results demonstrate that loss of LDHA activity is synthetically lethal with SDH loss in iMEFs, and confirm the essential role of LDHA in SDH-null cell survival, and echoes previous results obtained in SDH-loss yeast cells and a SDHB-knockdown mammalian cell model [28].

To explore the effects of PCX knockdown in SDH-loss cells, both *Sdhc* fl/fl and *Sdhc* fl/wt iMEFs were transduced with two independent shRNA-expressing lentiviruses and one non-targeted shRNA-expressing lentivirus to generate three stable PCX knockdown cell lines (Figure 5B). PCX depletion was confirmed via quantitative Western blot analysis of the PCX knockdown cell lines (Supplementary Figure 4A, 4B). Cells were then treated with doxycycline to induce *Sdhc* gene rearrangement and evaluated for caspase substrate cleavage as a marker of apoptosis on day 9 post doxycycline initiation (Figure 5F, 5G). Interestingly, apoptosis levels were not statistically different between experimental Sdhc fl/fl and control Sdhc fl/wt iMEFs indicating that SDH loss is not synthetically lethal with PCX knockdown in this iMEF model (Figure 5H). This result suggests that the prior observation of PCX synthetic lethality with SDH loss in a different model is not a universal characteristic of SDH-loss cell lines [30].

### Testing chemical inhibitors of LDH in *Sdhc*-null iMEF model

The observation of synthetic lethality of LDHA loss and SDH loss suggested that inhibition of LDH enzymatic activity by commercially-available small molecules could result in preferential toxicity to SDHC-loss cells. To assess this, we performed drug titration assays using stable SDHC loss and control lines measuring differential cell viability between drug-treated and vehicle-treated cells with a standard assay. We tested two commercially-available small molecule LDH inhibitors: oxamate and GNE-140 [35]. Both compounds showed robust cell killing in experimental cell lines (Figure 6). Importantly, both compounds were relatively non-toxic to control cells, even at high doses. This suggests that LDH inhibitors may have a large therapeutic window. These results confirm the conclusions of the lentiviral shRNA-mediated knockdown experiments, suggesting metabolic reliance upon LDH activity and vulnerability to LDH inhibition in SDHC loss cells.

**Figure 6:**
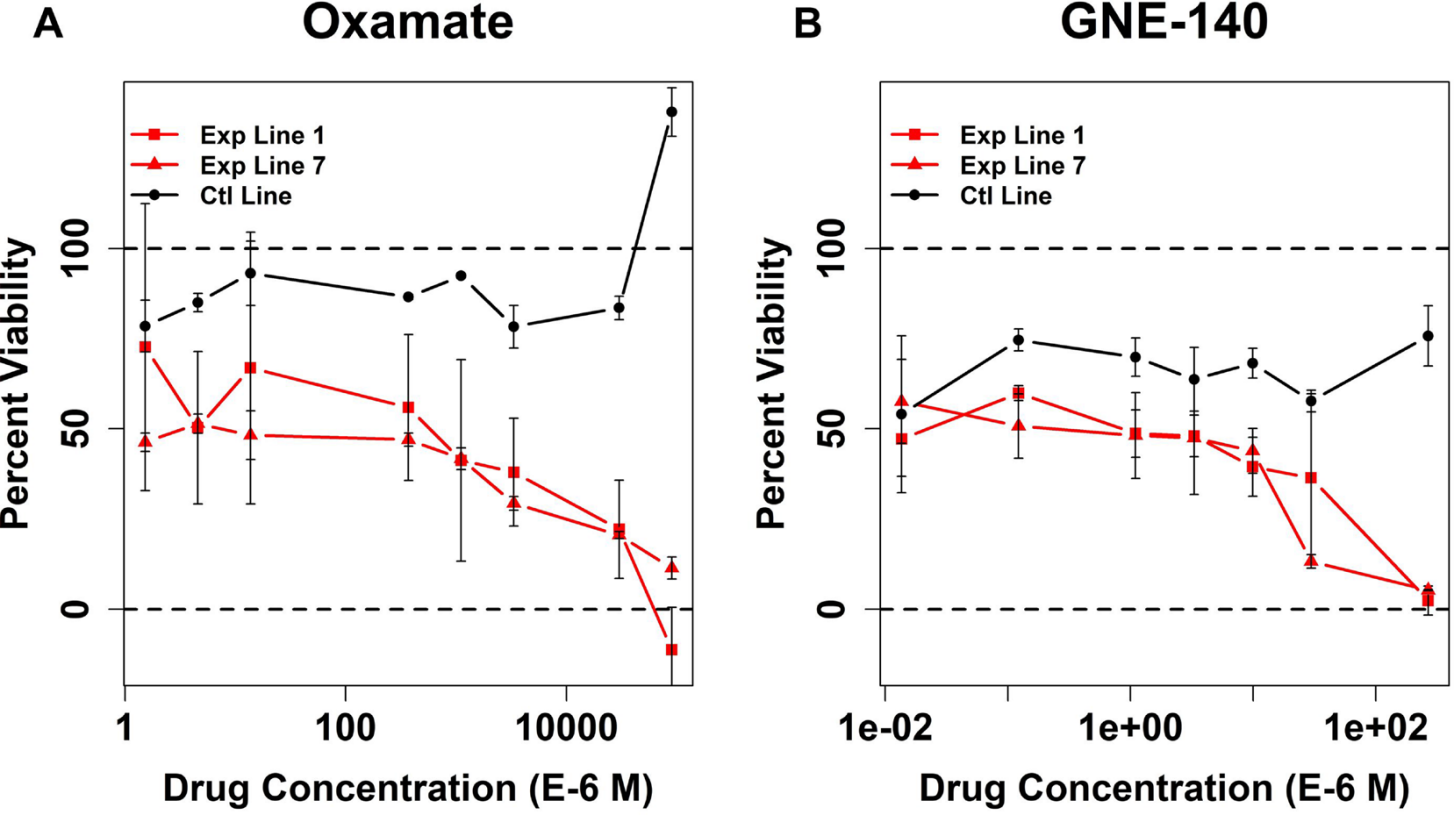
Testing LDH chemical inhibitors for lethality in Sdhc-loss context Y-axis of plots reflects relative percent reduction of Alamar Blue for drug-treated cells relative to vehicle-treated cells of the same line. X-axis shows drug concentration on a log_10_ scale. Error bars show standard deviations calculated over *N* = 3 experimental replicates. Welch two sample *t*-test comparing viability of experimental and control lines at highest oxamate concentration yields *p*-values of 0.01 and 0.01 for experimental lines 1 and 7, respectively. Welch two sample *t*-test comparing viability of experimental and control lines at highest GNE-140 concentration yields *p*-values of 0.03 and 0.07 for experimental lines 1 and 7, respectively.

## DISCUSSION

### Development and phenotypic characterization of SDHC-loss iMEF model

In the current work, we developed a tet-inducible iMEF model with silencing gene rearrangement of the *Sdhc* floxed allele driven by doxycycline-dependent expression of cre-recombinase from a tet-inducible promoter. Using this model and an isogenic *Sdhc* fl/wt control cell line, we verified that our cell lines displayed robust *Sdhc* gene rearrangement, SDHC and SDHB protein loss, and accumulation of succinate following induction with doxycycline.

### Differential gene expression analysis

We show here that SDHC loss in iMEF cells results in differential expression of 161 genes, and additionally show that altered gene expression is negatively correlated with original gene expression value in the control cell line. We additionally show that genes having a baseline expression value < 6 RPKM tend to increase in expression in the context of SDHC-loss, while genes having expression > 6 RPKM tend to decrease in expression. This finding that patterns of SDHC-loss transcriptional change correlate with baseline expression values in normal cells has not previously been reported, and points to distinct transcriptional activating and repressing effects that operate on these gene subsets in the context of SDHC-loss. The basis for these disparate effects is not clear.

We also show a preferential impact of SDHC-loss on several key gene ontologies involved in antiviral response, innate immunity, disulfide bond formation, and extracellular matrix production. It is unclear to what extent altered expression of these cellular components accounts for a malignant phenotype in human PPGL, but it is intriguing to consider that altered expression of these components, and especially extracellular matrix components, could facilitate altered adhesion of a cell to its host tissue and enable increased motility, properties that are likely essential for malignant invasion of local structures and metastasis.

### Genome-wide DNA methylation analysis

Here we show that CpG site methylation information is sufficient to correctly classify specimens, and that this analysis intriguing suggests that the day 0 experimental specimen is more similar to the control specimens than to experimental specimens at days 5–20. This suggests that significant differences in methylation state are driven by SDHC loss, and that these changes are relatively stable across the time-course.

A major finding in our analysis is that the initial methylation value for individual CpG sites and promoters is correlated with the methylation difference observed upon SDHC loss. Sites with initially low methylation values tend to become hypermethylated, consistent with the currently-accepted model of succinate-induced inhibition of Tet enzyme activity. Counterintuitively, for sites with initially high levels of methylation, the opposite pattern is true. Sites with initially high levels of cytosine methylation tend to become hypomethylated in response to SDHC loss. We further show that this pattern is true both at the level of individual CpG sites and at the promoter level. The basis for this global hypomethylation of sites that are initially hypermethylated is unclear. SDHC loss in this cell model is therefore best described as inducing derangement of DNA methylation. This result differs importantly from the prior characterization of a hyper-methylator phenotype upon SDH loss. Our data would have supported such a hypermethylator phenotype if we had focused only on DNA sites that had initial low methylation.

We also demonstrate that SDHC-loss-attributable patterns of promoter methylation difference correlate both with patterns of SDHx-loss in human PPGL tumors, and also with patterns of SDHB-loss in imCCs, previously described by others. Perhaps unsurprisingly, we find that the difference correlations between SDHB-loss imCCs and SDHx-loss human PPGL tumors is higher than observed in the iMEF comparison, indicating that SDHB-loss imCCs may be a better model for approximating the epigenetic state and changes of human tumors. However, we were nonetheless successful in identifying a conserved subset of gene promoters that are hypermethylated across species and tissue types in the context of SDH-loss. This indicates that some aspects of global epigenomic derangement are conserved in response to SDH loss.

### Global proteomic characterization of SDHC-loss iMEFs

Here we also present a global characterization of proteomic changes that occur in response to SDHC loss. This analysis features an isotopic labeling strategy and mass spectrometry quantitation of relative protein abundance between experimental and control cell lines, and was found to be highly reproducible between replicate experiments. This analysis revealed the unprecedented finding that translation-related proteins are dramatically down-regulated in the context of SDHC loss, suggesting an autophagy stress response. We also show that mitochondrial proteins are dramatically impacted, and that specific differences correlate with the pathways in which the various proteins are involved. Importantly, we show up-regulation of fermentation pathway components, including LDHB and ALDH2. Taken in conjunction with our previous published work showing that inhibition of alcohol dehydrogenase in yeast is synthetic lethal with SDH loss, this is additional evidence suggesting that fermentation is up-regulated in SDH-loss context. This suggested a potential metabolic vulnerability amenable to drug targeting.

### Metabolic vulnerabilities in SDH loss

SDH-loss PPGL exhibits an increased dependence on glycolysis for ATP generation and production of carbon skeletons for growth. In the absence of SDH, there is evidence for linear metabolic pathways rather than a conventional TCA cycle [17, 33, 36]. Thus, metabolic reprogramming in SDH-deficient tumors represents a potential therapeutic target. A prior high-throughput drug screen in SDH-loss yeast pointed to alcohol dehydrogenase, the fungal equivalent of mammalian lactate dehydrogenase, as synthetically lethal with SDH loss [28]. Here we used shRNA depletion of LDHA and PCX to probe synthetic lethality in the iMEF cell model of hereditary SDH-loss PPGL. In *Sdhc* fl/fl cells, LDHA inhibition showed profound synthetic lethality with SDH loss, with induction of robust cell death via apoptosis. Induced apoptosis in *Sdhc* fl/wt cells was significantly lower. In contrast, PCX knockdown did not exhibit synthetic lethality with SDH loss in these cells. Compared to previously published data [30] these data suggest differences in the underlying metabolism of the different cells lines studied. We conclude that *Sdhc* fl/fl iMEF cell lines show increased reliance on glycolysis for cell survival and proliferation. We further confirm that LDH is a point of metabolic vulnerability in SDH loss by performing drug studies examining the viability of experimental and control cell lines in the presence of varying amounts of oxamate or GNE-140, two commercially available LDH inhibitors. These studies revealed that chemical inhibition of LDH in SDH loss cells is lethal, whereas similar drug concentrations in the control cell line had little effect. Although it is doubtful that currently available LDH inhibitors such as oxamate or GNE-140 would be suitable for application in animals or humans due to limited potency, our studies suggest a rationale for further development of more potent molecules. In summary, our data on genetic synthetic lethality and drug testing suggest that SDH-deficient PPGL may be especially sensitive to lactate dehydrogenase inhibitors.

## MATERIALS AND METHODS

### Generation of SDHC-loss iMEF lines

A tet-inducible conditional knockout SDHC mouse was bred using a gene trap construct obtained from the Sanger Institute and converted to a conditional floxed Sdhc exon 4 construct by FLP recombination. In this model, silencing gene rearrangement of the *Sdhc* floxed allele is driven by doxycycline-dependent expression of Cre recombinase from a tet-inducible promoter.

Through routine mouse breeding, we generated *Sdhc* fl/fl;R26M2rtTA/M2rtTA animals (where fl refers to a construct with *Sdhc* exon 4 flanked by Cre recombination sites and R26M2rtTA refers to the reverse tetracycline trans-activator) and *Sdhc* flwt;TetOcre animals (where wt indicates the *Sdhc* wild type allele and TetOcre indicates tet-inducible cre-recombinase). We then crossed Sdhcfl/fl;R26M2rtTA/M2rtT animals with Sdhcfl/wt;TetOcre animals to yield R26M2rtTA/wt;TetOcre;Sdhcfl/fl (experimental) and R26M2rtTA/wt;TetOcre;Sdhc fl/wt (control) genotypes and established MEF cell lines from day 13 mouse embryos. Genotypes of cell lines were characterized via PCR and cell lines were immortalized via SV40 virus.

### Induction of *Sdhc* exon 4 rearrangement and time-course serial sampling

The established *Sdhc* fl/fl cell culture model and an isogenic *Sdhc* fl/wt control line were treated with doxycycline (1 µg/mL) to induce robust *Sdhc* gene rearrangement. Cell pellets used for experiments were derived at time of passaging by trypsinization, quenching with FBS, centrifuging to gently pellet the cells (500 rpm for 5 min at 4°C), and washing 2X with PBS prior to freezing at −80°C.

### *Sdhc* rearrangement PCR

Genomic DNA was extracted from isolated wet cell pellets using the Qiagen Blood and Tissue kit (Qiagen cat# 69504). 100–200 ng of DNA was amplified using PCR primers LJM-4429 (CTTAGAACTGATCCCCTGCCC) and LJM-5125 (CCTGGAACTAGAATTATTGATGGATG) at 300 nM concentration and PCR Master Mix (Thermo Fisher cat# K0171). Thermal cycling parameters include 15 minutes at 95°C, 38X(30 seconds at 95°C, 90 seconds at 58°C, 2 minutes at 72°C), 10 minutes at 68°C, followed by indefinite hold at 4°C. *Sdhc* floxed allele yields a product of 1774 bp, and the recombined allele gives an expected product of 560 bp.

### SDHC and SDHB Western blot analysis

Loss of SDHB and SDHC proteins was confirmed by Western blot. Briefly, cells were lysed in RIPA buffer (50 mM Tris-HCl, 5 mM EDTA, 150 mM NaCl, 0.1% SDS, 0.5% DOC, 1% NP-40) on ice with gentle pipetting and vortexing. Lysates were centrifuged at 15,000 × g for 5 min to pellet debris, and protein concentration of the supernatant was quantified by BCA assay. 20 micrograms of total protein was then combined with reducing agent and LDS buffer and heated to 90°C for 5 minutes to denature the proteins. Samples were loaded onto a 10% bis-tris gel (NuPAGE, cat# NP0301BOX) and run at 130 V for 45 minutes using 1X MES-SDS as the running buffer. Blot transfer was conducted using PVDF membranes and NuPAGE transfer buffer containing 20% methanol at 30V for 90 minutes at 4°C. Transferred proteins were visualized on the membrane using Ponceau S stain, and membranes were cut using a razor blade. Membranes were then blocked for 1 hr at room temperature using blocking buffer consisting of 100 mL TBST and 3 g nonfat dry milk, and then washed 3X 5 min with 1X TBST. Solutions of primary antibodies were then prepared in antibody dilution buffer (2.5 mL 4% BSA, 250 microliters 0.5% NaAzide, 7.5 mL TBST). Antibodies used in this analysis include a SDHC polyclonal IgG antibody raised in rabbit (Santa Cruz Biotechnology, cat# sc-67256 (M-169), 1:500 dilution), a SDHB polyclonal IgG antibody raised in rabbit (Invitrogen cat# PA5-21587, 1:1000 dilution), and actin polyclonal IgG antibody raised in rabbit (Sigma, cat# A2066, 1:500 dilution). The next day, primary antibody solutions were removed and membranes were washed 3X 5 minutes with TBST at room temperature. Membranes were then incubated with secondary antibody (1:10,000 dilution of anti-rabbit HRP antibody into blocking buffer) for 1 hr at room temperature. Membranes were then washed 3X 5 min with TBST, and then incubated with ECL Western blot substrate for 5 min at room temperature prior to imaging substrate fluorescence on the Typhoon fluorimeter. Band intensities of digital images were quantified using ImageQuant software, normalizing LDHA and PCX levels to ACTB.

### TCA cycle metabolomics

Isolated cell pellets from the described time-course experimental design underwent targeted analysis of TCA cycle metabolites by GC-MS in the Mayo Clinic Metabolomics Core Facility. Quantified metabolite values were normalized to total protein abundance prior to downstream analysis and data visualization. The described analysis was performed in triplicate for each time point and cell line.

### Doubling time quantitation

Cell population doubling time for experimental and control iMEF lines was assessed as a function of time following induction of *Sdhc* gene rearrangement with doxycycline. The method of quantifying doubling time involved capturing several sets of images of marked positions on a T75 cell culture flask using a phase contrast microscope, with ∼24 h time difference between image sets. For each set of images, the number of cells in the respective images was determined by automated detection of cell outlines in CellProfiler [34]. Cell population doubling time was calculated using the quantified cell numbers at the two time points and known time interval between measurements using the equation,

$$T_{d}=\left(t_{2}-t_{1}\right)\left(\frac{\log\;2}{\log\frac{n_{2}}{n_{1}}}\right)$$

where n_1_ and n_2_ are the cell numbers quantified at times t_1_ and t_2_, respectively. For each time point and cell line, this calculation was repeated for at least four pre-marked imaging fields. Results are presented as mean and standard deviation of the obtained measurements.

### RNA-seq gene expression analysis

Cell pellets for *Sdhc* fl/fl and *Sdhc* fl/+ iMEF lines collected over the time series experiment were subjected to RNA extraction using the Qiagen RNeasy kit. Purified RNA was the submitted to the Mayo Clinic Medical Genome Facility for indexing and preparation of deep sequencing libraries using the Illumina TruSeq mRNA v2 kit, followed by deep sequencing on a HiSeq 4000 instrument, multiplexing 8 samples per lane and performing 100 sequencing cycles. Following sequencing, reads belonging to individual experiments were deconvoluted on the basis of unique sequence barcodes. Deconvoluted sequence read data for individual experiments are available from the NCBI sequence read archive (SRA) under identifier SRP117182.

Paired end sequence reads were then aligned to the mm9 mouse reference genome using the Bowtie fast read aligner [28] and the Mayo Clinic Research Computing Facility Beowulf-style Linux cluster. SAM files were then converted to BAM file format using SAMtools [37], and FPKM quantitation of individual transcript abundance was performed using R package systemPipeR [38], available through the Bioconductor project. The resulting processed gene expression datasets are available via NCBI Gene Expression Omnibus (GEO) under entry GSE103662.

### RRBS analysis of genome-wide DNA methylation patterns

Cell pellets for *Sdhc* fl/fl and *Sdhc* fl/wt iMEF lines collected over the time series experiment were subjected to DNA extraction using the Qiagen Blood and Tissue kit. Purified genomic DNA was then submitted to the Mayo Clinic Medical Genome Facility for subsequent bisulfite conversion, indexing and preparation of paired-end deep sequencing libraries, followed by deep sequencing on a HiSeq 4000 instrument, multiplexing 8 samples per lane and performing 100 sequencing cycles. Following sequencing, reads belonging to individual experiments were deconvoluted on the basis of unique sequence barcodes. Deconvoluted sequence read data for individual experiments are available from the NCBI sequence read archive (SRA) under identifier SRP117088.

Sequence reads were then aligned to the mm10 mouse reference genome using the Bismark bisulfite read mapper [39] and the Mayo Clinic Research Computing Facility Beowulf-style Linux cluster. Methylation calling was performed using the Bismark methylation extractor utility, and CpG context-specific methylation status of individual sites was extracted using the Bismark bismark2bedGraph utility.

Bismark .COV files were then used in downstream filtering and analysis performed in R using the package RnBeads [40]. In brief, the data was filtered to remove sex chromosomes, CpG sites with exceptionally high coverage, CpG sites with no methylation information, and CpG sites having exceptionally low standard deviation in beta value across samples. Differential methylation analysis at the CpG site level was performed in RnBeads, grouping all *Sdhc* fl/wt samples into the control group, and including *Sdhc* fl/fl samples, except for the day 0 sample, in the experimental group. Beta values for individual CpG sites, as well as averaged beta values for CpG sites mapping to annotated GpG islands and promoters (1.5 kb upstream and 500 bp downstream of annotated TSS) were exported for downstream exploratory analysis. The resulting processed DNA methylation datasets are available via NCBI Gene Expression Omnibus (GEO) under entry GSE103609.

Average differences in site-specific, CpG island-specific, and promoter-specific methylation beta values were calculated by subtracting the methylation values of the *Sdhc* fl/wt iMEF line (control) from the *Sdhc* fl/fl iMEF line (experimental).

### Correlative analysis of iMEF DNA methylation patterns with imCCs and human PPGL tumors

Processed Bismark .COV files describing DNA methylation change in SDHB-loss immortalized mouse chromaffin cells (imCCs) were downloaded from NCBI GEO entry GSE43298. This dataset has been described previously [33]. Data were handled in RnBeads using the same methods as used to process iMEF RRBS data to produce methylation beta value quantitations. Average differences in promoter-specific methylation beta values were calculated by subtracting the mean methylation values of the SDHB-wt imCC line (control) from the SDHB-loss imCC line (experimental).

Datasets measuring DNA methylation in biopsied human PPGL tumors via Illumina HumanMethylation450 BeadChip were obtained from ArrayExpress under entry E-GEOD-43298. This dataset has also been described previously [33]. Average beta values for SDHx tumors and all other tumors were calculated in R. Average differences in promoter-specific methylation beta values were calculated by subtracting the mean methylation values the CpG island nearest to a given TSS of the non-SDHx PPGL tumors (control) from the SDHx PPGL tumors (experimental).

Correlative analysis of methylation differences observed in SDHC-loss iMEFs, SDHB-loss imCCs, and SDHx-attributable PPGL tumors was performed in R. Analysis of functional term enrichment in subset of genes observed to have promoter hypermethylation (beta difference > 0.05) across all three contexts was performed using the DAVID functional annotation database [31].

### Generation and characterization of stable LDHA and PCX knockdown lines

The lentiviral non-targeted TRC1and1.5 shRNA and shRNA plasmids against LDHA and PCX were purchased from Sigma-Aldrich. Clone names for LDHA knock-down constructs were NM_010699.1-1484s1c1 (LDHA8), NM_010699,1-434s1c1 (LDHA9), NM_010699,1-537s1c1 (LDHA10), NM_010699.1-603s1c1 (LDHA11), and NM_010699.1-822s1c1 (LDHA12). Clone names for PCX knock-down constructs were NM_008797.1-1057s1c1 (PCX13), NM_008797.1-1456s1c1 (PCX14), NM_008797.1-190s1c1 (PCX15), NM_008797.1-2986s1c1 (PCX16), and NM_008797.1-3805s1c1 (PCX17). To generate stable knockdown LDHA and PCX cell lines, lentiviral infections were carried out as previously described [20]. Transduced cells were incubated with medium containing 35 µg/mL puromycin (selection medium) for 48 h before being used for further experiments. Loss of LDHA and PCX were confirmed via Western blot analysis.

### Cell lysis and protein digestion

SDH WT and KO cells were lysed with buffer containing 9M urea in PBS (pH 7.2), 50 mM nicotinamide, 25 mM sodium butyrate and HALT protease inhibitor cocktail (Thermo Fisher). Proteins were reduced with 5 mM TCEP and alkylated with 5 mM iodoacetamide as previously described [41]. Equal amounts of heavy- and light-labeled proteins were mixed and then diluted by six-fold with PBS. Proteins were digested with trypsin (enzyme to substrate ratio 1:50, w/w) overnight at room temperature. Proteins were digested again with trypsin (enzyme to substrate ratio 1:100, w/w) for three h at room temperature to complete digestion. Peptide desalting was performed with the Sep-pack C18 cartridge (Waters) according to manufacturer’s directions.

### SCX fractionation

Peptides were pre-fractionated and desalted according to a previously described method [42]. For pre-fractionation, peptides were loaded into stage-tips packed with Empore Cation Exchange-SR membranes (3 M). The membrane was washed with 0.1% formic acid and the peptides were successively eluted with six buffers containing 20% acetonitrile (v/v), 0.1% formic acid (v/v) with concentrations of 50, 75, 125, 200, 300 and 500 mM NH_4_OAc. The peptides from each fraction were collected and desalted with C18 Stage-tips and subsequently dried in a Speed-Vac (Thermo Fisher).

### LC-MS/MS measurement

Desalted peptides were resolubilized with HPLC buffer A (0.1% formic acid, v/v) and loaded onto a self-prepared C18 column (15 cm × 75 µm, ReproSil-Pur Basic C18, 2.5 µm, Dr. Maisch GmbH). Peptides were analyzed with a Proxeon Easy nLC 1000 Nano-UPLC system and an Orbitrap Fusion mass spectrometer (Thermo Fisher). Peptides were separated with a 56-min linear gradient of 5–30% acetonitrile (v/v) in 0.1% formic acid (v/v) with a 200 nL/min flow rate. Full MS was acquired at a resolution of 60,000 and covered a mass range of m/z 300–1500. The MS data were acquired in a data-dependent manner, giving priority to the most intense precursor ions. Precursor ions were fragmented with collision dissociation (CID) with 35% collision energy for ion trap detection.

### Raw proteomic data processing

Raw MS/MS spectra data was processed by MaxQuant (v 1.4.1.2) for protein quantification against the Uniprot mouse database (downloaded on 2013/09/27 with a total of 43310 sequences). The fixed cysteine carbamidomethylation modification and the variable modifications of methionine oxidation and protein N-terminal acetylation were specified. The proteolytic enzyme, trypsin, was selected, permitting a two missing cleavages. Multiplicity was set to two. R6 and K6 were specified as heavy amino acid labels with a maximum of three labeled amino acids per peptide. Default values were included for the rest of the search parameters. The precursor ion and fragment ion mass tolerance was set at 4.5 ppm and 0.5 Da respectively. The database search was filtered to achieve a 1% False Discovery Rate (FDR) at peptide, protein and modified site level. The minimum Andromeda score for modified peptides was set at 40. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [43] partner repository with the dataset identifier PXD007874.

### Testing synthetic lethal interaction of SDHC with LDHA and PCX

Confocal microscopy images from LDHA and PCX knockdown experiments were assessed in replicates on day 9 post doxycycline initiation. CellEvent caspase 3/7 activity detection reagent (catalog number C10423, from Invitrogen; final 5 µM caspase reagent) was added to the media in the well of a 96-well plate. The plate was incubated for 30 min at 37°C. Media were aspirated and 3.7% formaldehyde solution was added to the wells. The plate was incubated at room temperature for 15 min. Formaldehyde solution was aspirated and DAPI solution (catalog number 10236276001, 10 mg; final 5 µg/mL) was added to the wells. The images were obtained with a confocal microscope. Quantitation of per cell mean caspase substrate activation was derived from CellProfiler automated image analysis. Quantitation of percent of total apoptotic cells in LDHA and PCX knock-down experiments was compared by Chi-Sq test to detect statistical significance.

### Generation of stable SDHC-loss iMEF lines

Following induction of *Sdhc* gene rearrangement in *Sdhc* fl/fl and *Sdhc* fl/wt iMEF lines for 5 d, cells were diluted into DMEM containing penicillin/streptomycin antibiotics (0.5 mg/mL), non-essential amino acids (100 micromolar each of glycine, alanine, asparagine, aspartic acid, glutamic acid, proline, and serine), sodium pyruvate (1 mM), and HEPES buffer (10 mM), and then seeded into 96 well plates at a low density so as to achieve single cells per well. Plates were then incubated at 37°C for 2 weeks prior to visually screening wells to identify clonal populations of cells. Clones were then progressively expanded into 12-well plates and T25 flasks, using the same media. Small numbers of cells from each clone were subjected to DNA extraction and PCR analysis of *Sdhc* gene rearrangement status. Clones demonstrating homogenous *Sdhc* rearrangement were subsequently expanded and used in chemical inhibitor assays.

### Testing effects of LDHA chemical inhibitors in SDHC-loss iMEF lines

For drug studies testing metabolic vulnerability of LDH inhibition, 13.5E6 cells from stable SDHC loss and control iMEF lines were plated into wells of a 96 well plate in 100 microliters of phenol red-free DMEM media containing penicillin/streptomycin antibiotics (0.5 mg/mL), non-essential amino acids (100 µM each of glycine, alanine, asparagine, aspartic acid, glutamic acid, proline, and serine), sodium pyruvate (1 mM), and HEPES buffer (10 mM). Cells were allowed to adhere to the plate overnight prior to drug exposure. Oxamate was obtained from Sigma Aldrich. GNE-140 was kindly provided by Genentech, and has previously been described [35]. Oxamate was dissolved in water and GNE-140 was dissolved in DMSO. Drugs were then serially diluted and added to plates. The final concentration of DMSO in media of GNE-140-treated cells was 1%. Plates were then incubated at 37°C for 3 d, at which point 10 µL Alamar Blue (Thermo Fisher) cell viability reagent was added to each well. Plates were incubated for 36 h prior to taking absorbance measurements at 570 and 600 nm. Amount of reduced Alamar Blue was calculated using the obtained absorbance measurements and the following equation,

$$AR_{570}=A_{570}-\left(A_{600}\;XR_{o}\right)$$

where AR_570_ is the amount of reduced Alamar Blue, A_570_ and A_600_ are the absorbance measurements at 570 and 600 nm, respectively, and R_o_ (0.69) is the empirically-determined ratio of A_570_ and A_600_ absorbances for Alamar Blue in media with no cells. Percent difference in Alamer Blue reduction was then determined between drug-treated cells and vehicle-treated cells for each tested cell line.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

PGL: paraganglioma
PCC: pheochromocytoma
PPGL: pheochromocytoma and paraganglioma
SDH: succinate dehydrogenase
SDHC: succinate dehydrogenase subunit C
SDHB: succinate dehydrogenase subunit B
SDHx: any succinate dehydrogenase subunit
LDH: lactate dehydrogenase
LDHA: lactate dehydrogenase form A
PCX: pyruvate carboxylase

# Supplementary material for: Characterization and metabolic synthetic lethal testing in a new model of SDH-loss familial pheochromocytoma and paraganglioma
**Source:** Oncotarget. 2017 Dec 22;9(5):6109–27. doi: 10.18632/oncotarget.23639
**Supplement:** Supplementary file 1

# **Characterization and metabolic synthetic lethal testing in a new model of SDH-loss familial pheochromocytoma and paraganglioma**

## **SUPPLEMENTARY MATERIALS**

**Supplementary Table 1: Unfiltered DE genes.** See Supplementary\_Table\_1

**Supplementary Table 2: Filtered DE genes.** See Supplementary\_Table\_2

**Supplementary Table 3: RNA-seq DAVID functional enrichment analysis.** See Supplementary\_Table\_3

**Supplementary Table 4: RRBS DAVID functional enrichment analysis.** See Supplementary\_Table\_4

**Supplementary Table 5: SILAC protein quantification DAVID functional enrichment analysis.** See Supplementary\_Table\_5

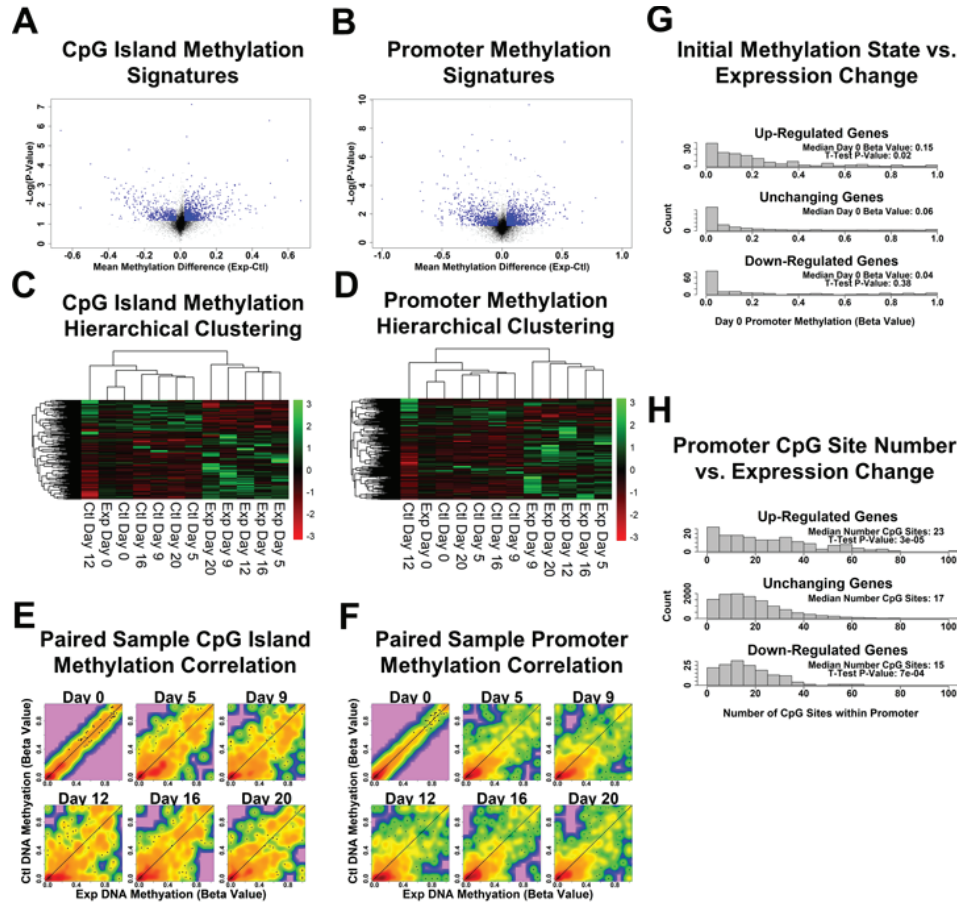

**Supplementary Figure 1: Supplemental analysis of genome-wide methylation patterns in SDHC loss iMEFs.** (A, B) Volcano plots showing CpG island and promoter mean methylation differences, respectively, versus  $-\log(p\text{-value})$  from RnBeads differential methylation analysis. Blue dots correspond to the top 0.1 quantile of the dataset, as quantified by combined rank. (C, D) Hierarchical clustering of samples based upon DNA aggregate methylation patterns at CpG islands and promoters, respectively. (E, F) Correlation heat maps showing the emergence of DNA methylation differences at CpG islands and promoters, respectively, between experimental and control iMEF lines following induction of SDHC loss with doxycycline. Only differences emerging after day 0 are shown. Colors correspond to data point density (red = high, green = intermediate, blue = low) (G) Correlative analysis of initial promoter methylation state (beta value at day 0) and gene expression change at 20 days post dox initiation. Up-regulated genes were identified as having  $\log_2(\text{fold-change}) > 1$ . Down-regulated genes were identified as having  $\log_2(\text{fold-change}) < -1$ . Indicated *T*-tests were calculated in reference to the unchanging subset of genes by comparing distributions of promoter day 0 methylation beta values. (H) Correlative analysis of promoter CpG site number and gene expression change at 20 days post dox initiation. Up-regulated genes were identified as having  $\log_2(\text{fold-change}) > 1$ . Down-regulated genes were identified as having  $\log_2(\text{fold-change}) < -1$ . Indicated *T*-tests were calculated in reference to the unchanging subset of genes by comparing distributions of promoter CpG site numbers.

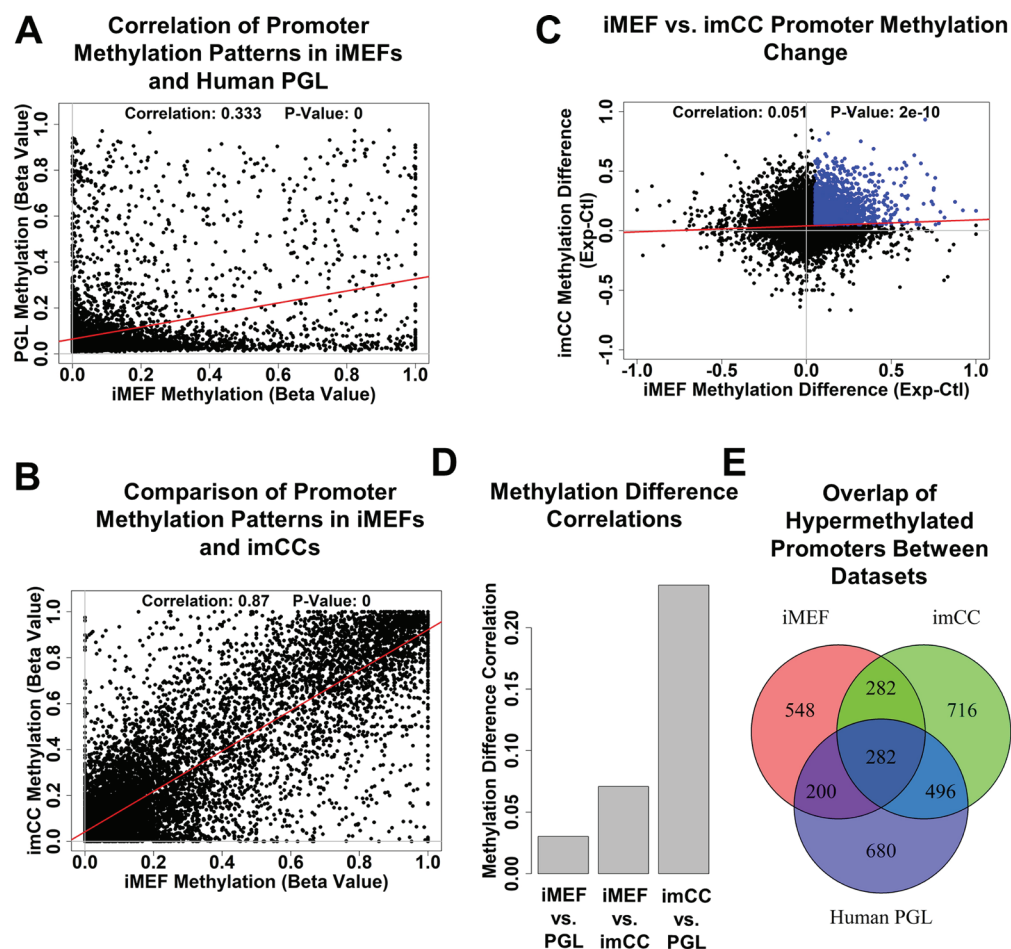

**Supplementary Figure 2: Comparison of methylation patterns observed in SDHC-loss iMEFs, SDHB-loss imCCs, and SDHx PPGL tumors.** (A) Correlation of promoter methylation patterns observed in normal iMEFs and PGL tumors. (B) Correlation of promoter methylation patterns observed in normal iMEFs and imCCs. (C) Comparison of SDHC-loss iMEF and SDHB-loss imCC promoter methylation changes genome-wide. Changes in both lines are calculated as the difference between experimental and control beta values. For iMEF line, day 20 data was used. (D) Bar plot comparison of methylation difference correlations between SDHC-loss iMEFs, SDHB-loss imCCs, and SDHx-loss human PPGL. For iMEFs and imCCs, comparison is generated as difference between experimental and control beta values. iMEF comparison is generated at day 20 post induction of *Sdhc* rearrangement with doxycycline. For human PGL, comparison is difference of beta values between SDHx tumors and all others. (E) Venn diagram showing the overlap of gene promoters identified as hypermethylated (beta difference >0.05) as a consequence of iMEF SDHC loss, imCC SDHB loss, and human PPGL SDHx loss.

## Gene Ontology Impact of Conserved Hypermethylated Gene Promoters

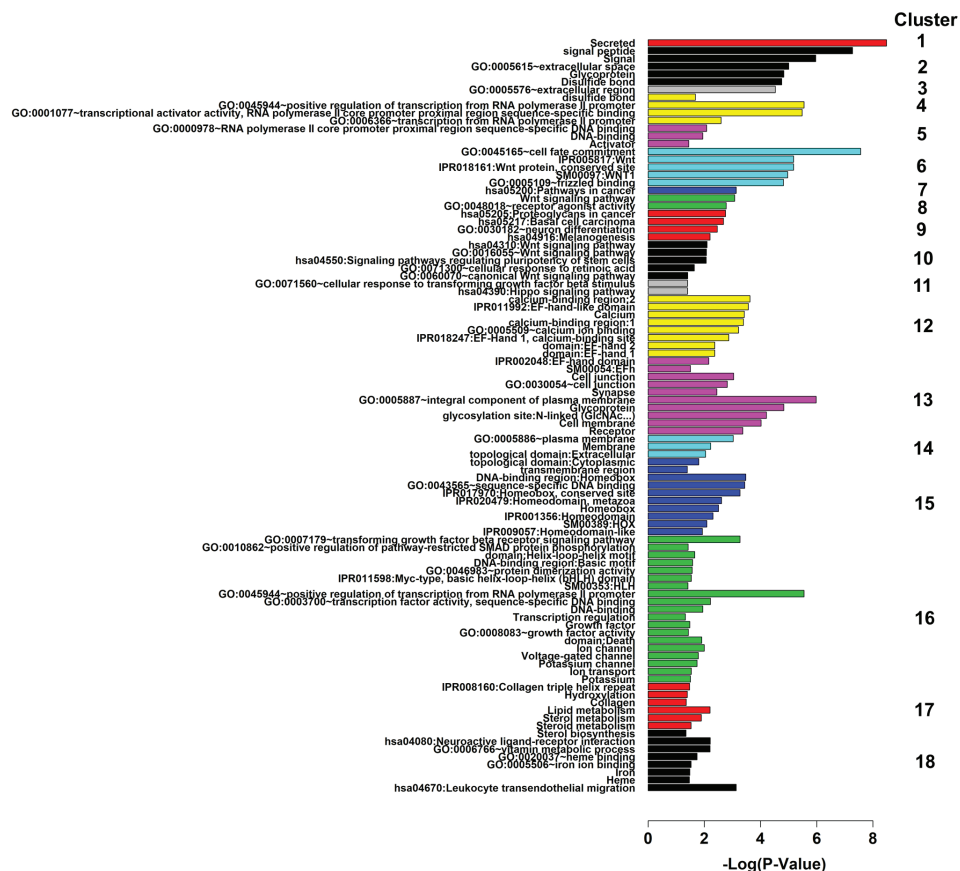

**Supplementary Figure 3: DAVID functional enrichment analysis of gene ontologies identified as hypermethylated in Sdhc-loss iMEFs, SDHB-loss imCCs, and SDHx-loss human PPGL.** Coloring corresponds to functional annotation cluster numbering.

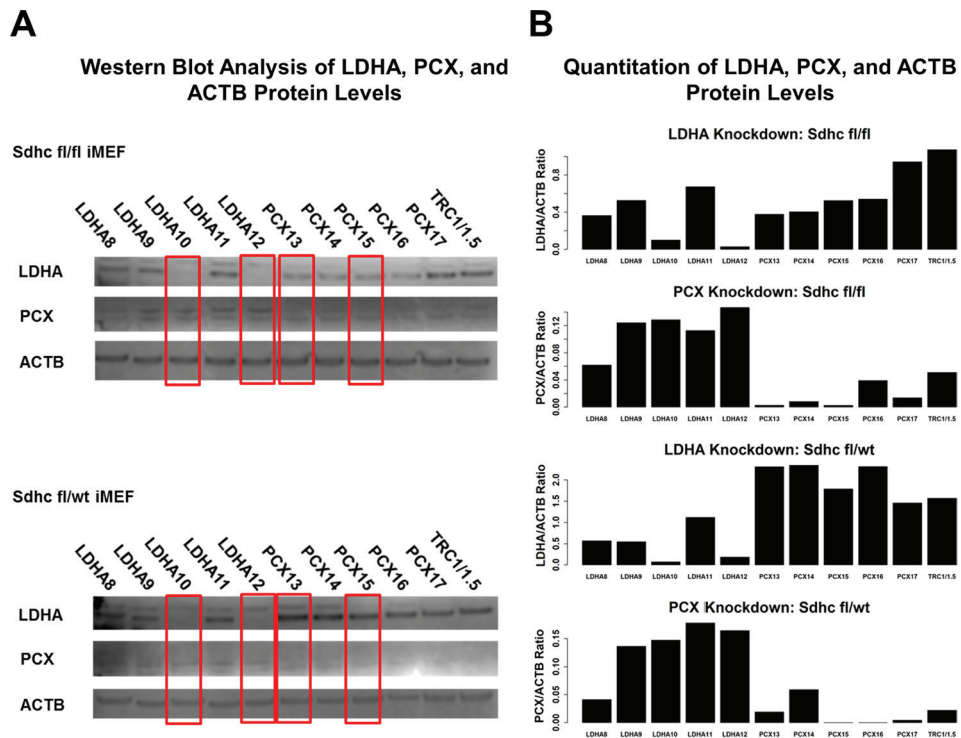

**Supplementary Figure 4: Western blot analysis of stable shRNA-expressing lentivirus knockdown of LDHA and PCX in iMEFs.** (A) Western blot analysis of LDHA, PCX, and ACTB protein levels in shRNA-expressing lentivirus knockdown lines. Five different shRNAs for each target are shown, as well as TRC1/1.5 non-targeted control. (B) Quantitation of LDHA and PCX protein levels, normalized to ACTB loading control.

How the deposited data were processed for this re-analysis (not part of the article)

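DNA methylation was measured by RRBS in 12 libraries, 1 per line and time point, from the experimental and control iMEF lines before doxycycline (day 0) and on days 5, 9, 12, 16 and 20 of treatment. The authors aligned paired-end reads to mm10 with Bismark, called methylation with its extractor and deposited, for each CpG cytosine, the percent of reads called methylated. No read counts are given with these percent values. The filters that the paper describes for RnBeads were applied by the authors after this step and are not part of the values used here. The RNA-seq values used in the comparison with expression are the FPKM values of Supplementary Table 1, which the authors computed.

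Each percent was divided by 100 to give a beta value. The 606488 autosomal cytosines listed in all 12 libraries were taken, and the 98137 (16.2%) with the same value in all libraries were left out, which left 508351 sites. The sex chromosomes and the mitochondrial genome were left out of these sites, as the sex chromosomes were in the study. Both cytosines of a CpG were kept as separate sites because the genome sequence of this build was not used here. The depth per site is unknown, so no coverage minimum was set and no interval was computed for single sites. The numbers of cytosines listed per library give library size only.

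Before the data were examined, the tests, the grouping of the libraries, the alternatives and the rule for the genes and sites named were fixed, with a model on read counts as the test for CpG sites and promoters. Because the values are percentages, limma on M-values with an offset of 0.01 was used, which the plan gave as the test for that case. The 6 control libraries were compared with the 5 experimental libraries of days 5 to 20, with Benjamini-Hochberg adjustment and a threshold of 0.05. The day numbers that the lines share were treated as replicate numbers only in an alternative. Promoters ran from 1500 bp upstream to 500 bp downstream of the transcription start site of RefSeq genes of GRCm38.p6, the assembly that mm10 corresponds to. The strand of a gene was taken by its symbol from an annotation of an earlier build, from which no coordinate was used. Of 47042 autosomal genes, 26111 had a strand, and 19655 of 20665 protein-coding genes (95.1%) had one. All 557 genes that could be compared had the same strand in Supplementary Table 1. A promoter needed at least 3 sites and its beta value was their mean.

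The promoters named are those of the genes the paper names in the iMEF work, and the 3 with the largest increase and the 3 with the largest decrease among promoters past the threshold with at least 5 sites that moved the same way at each day from 5 to 20. The CpG sites named are the 2 with the largest increase and the 2 with the largest decrease among those past the threshold that moved the same way at each of these days. The rule also required at least 20 reads at a named site in each library, which could not be applied to percentages. The rule was met by 167 promoters and, apart from the condition on reads, by 3108 sites.

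Mean beta values per library were compared with exact permutation tests, two-sided. Correlations and differences in medians across promoters or genes were tested with 100000 permutations, two-sided, and adjusted by Benjamini-Hochberg within each family. Sites and promoters were ranked by combined rank, the worst of the ranks by mean difference, log2 quotient of means with an offset of 0.01, and limma p-value. The position score of a library is its projection on the axis from the control mean to the experimental mean, with the sites and the means found without that library.

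The limma step was tested on simulated data. With no change, 21 of 508351 sites and 0 of 10867 promoters were called. Of 200 sites changed by 2 on the M-value scale, 0 were called, and of 200 changed by 4, 9 (4.5%) were called. In the same 2 simulations 21 and 28 unchanged sites were called, so false calls outnumbered true ones among single sites. Of 200 promoters changed by 2, 95 (47.5%) were called, and of 200 changed by 4, 190 (95%) were called. Unchanged promoters called numbered 4 and 6. In these simulations the test on single sites was far less sensitive than that on promoters.

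The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The alternatives tried were other offsets and scales, pseudocounts, filters, numbers of sites per promoter, choices of sites and genes, clustering distances and linkages, pairing by day, and each library left out in turn. CpG islands, ontology enrichment, RNA sequencing reads, proteomics and the other cell types of the study were not analysed here.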

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

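In this part, the test of a single mitochondrial cytosine was set before its result was seen, and all the other tests were chosen only after the result was seen. Of 26 groups of libraries examined for a library far from the others, 3 had one, and chance gives about 1 in 20 such groups.

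The library labelled control day 12 stood apart from the other 5 control libraries in its share of autosomal sites with a beta value from 0.25 to 0.75, which was 8.63% against 16.1% to 19.1% in the others. Few reads per site may produce this, since a site covered by few reads takes values near 0 or 1. In that case neighbouring cytosines on the 2 strands should disagree more in this library than in any other, and they did, with a mean difference of 0.165 against 0.0867 to 0.139. The depth itself is unknown, and a difference in the cells of that day was not tested.

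The same library listed 2.24 Y-chromosome cytosines per 10000 autosomal ones, against 1.02 to 1.30 in the other control libraries. Reads from the experimental line could raise this ratio, but they would also move the library toward the experimental series. Its position score over the top sites was 0.229, against 0.231 to 0.290 in the other control libraries, so no such move was seen. The score of a single sparse library, set against this spread, cannot exclude a small share of such reads. The library also lists the fewest autosomal cytosines, 909162, which enters this ratio, and no biological explanation was tested.

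The library labelled experimental day 12 had a mean beta value of 0.0128 over the mitochondrial cytosines, against 0.000412 to 0.000845 in the other experimental libraries of days 5 to 20. A single cytosine at 0.333, of 28 listed, carried most of this. Without it the mean was 0.000925. The other libraries, each without its own highest cytosine, had means of 0.000116 to 0.000211. The part that remains lay above these values, so this cytosine carried most of the excess and not all of it. Incomplete bisulfite conversion would raise the initially low autosomal sites as well, and their mean in this library was 0.0537, within the 0.0511 to 0.0546 of the other experimental libraries. The depth at the mitochondrial cytosines is unknown, and no biological explanation was tested.

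The sex chromosomes, which the study removed, separated the lines. The experimental libraries listed a median of 1536.5 cytosines on the Y chromosome and the control libraries between 166 and 204. Library size does not account for this, since the lowest ratio in an experimental library was 8.86 Y-chromosome cytosines per 10000 autosomal ones and the highest in a control library was 2.24. On the X chromosome, the mean beta value was 0.525 in the control libraries and 0.449 to 0.466 in the experimental libraries. The overall methylation level of the libraries does not account for this either, since the autosomal mean went the other way, with a control minus experimental difference of -0.0103. The share of X-chromosome sites with a beta value from 0.25 to 0.75 averaged 38.5% in the control and 17.6% in the experimental line. A candidate explanation is that the lines come from embryos of different sex, an XY embryo for the experimental and an XX embryo for the control line. The sex of the embryos was not tested in another way, and differences between lines that arise from it, or from derivation, cannot be separated from SDHC loss by the libraries after day 0 alone.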

How the results depend on the processing

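The alternatives chosen only after the results were seen are the offset of 0.05, limma on beta values, the addition of experimental day 0, the promoters without the filter on variation, the day 0 filter applied to the position and clustering, the correlation without 2 genes or 2 promoters, the count of variable sites only, and the other site sets for differences over 0.2 and for sites low or high in a control library. The comparison of the excess by day was also chosen only then. The cause of a change was not tested unless it is given.

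With day as a replicate block, 0 CpG sites (55630 at an unadjusted p-value under 0.05) and 13 promoters (1769 unadjusted) passed the limma threshold, against 3124 and 211. In the same pairing the mean differences of 0.00726 for low sites and 0.0132 for all sites had an exact permutation p-value of 0.0625, the smallest that 5 pairs allow. The deviations of libraries of the same day had correlations between 0.000669 and 0.00295, so the lines share only a day number. The difference over high sites stayed short of the threshold (0.00541, exact permutation p = 0.125). With 0 sites past the threshold, the sites named in the text lose their call as well, and the named promoters and the correlations were not run with the block.

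The number of CpG sites was 5275 with an offset of 0.05, 5954 with limma on beta values and 5793 with experimental day 0 added. The number of promoters was 355, 320 and 336 in the same order. Across the fits that each left out 1 library, it ranged from 2240 to 3741 sites and from 104 to 220 promoters. The lowest promoter counts were 104 without experimental day 12, 127 without control day 16, 130 without control day 20 and 131 without experimental day 5.

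The share of low sites 10-fold higher, 21.8% over days 5 to 20 and 30.3% at day 12, moved to 13.2% and 18.3% without the filter on variation, to 10.2% and 15.1% with a pseudocount of 0.01, to 1.22% and 1.33% with a pseudocount of 0.05, to 6.16% and 6.84% with a difference over 0.2, and to 42.2% and 58.9% in the top sites with a small day 0 difference. The share of low sites 10-fold lower moved from 13.2% to 1.07% with a pseudocount of 0.05 and to 5.10% with a difference over 0.2. For high sites, the share higher moved from 1.60% and, at day 12, 5.24% to 11.9% and 12.2% with a difference over 0.2 and to 15.4% and 38.1% in the top sites with a small day 0 difference. The share lower moved from 0.642% and, at day 12, 0.228% to 10.97% and 12.3%, and to 10.2% and 4.98%. A pseudocount shrinks ratios of values near 0 by construction.

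The excess of the share higher over the share lower, in percentage points, changed direction for low sites at day 9 with a pseudocount of 0.01 (0.0905 to -1.72), and with a pseudocount of 0.05 at day 12 (24.6 to -0.771), day 16 (22.5 to -0.379) and day 20 (-6.72 to 0.894). With a difference over 0.2 it was -0.912 at day 16 and 2.33 at day 20, and in the top sites with a small day 0 difference it was 7.44 at day 20. For high sites it changed direction with a difference over 0.2 at day 9 (-0.768 to 2.12), day 12 (5.02 to -0.0322) and day 20 (-1.05 to 0.0272), and at day 5 (0.0115) with a pseudocount of 0.05 (-0.00501) and in the top sites with a small day 0 difference (-1.39). Of 50 such values by day and alternative, 12 reversed and 38 kept their direction. Of the 38, 10 moved by more than the SD over the 5 days (14.1 for low and 2.49 for high sites) and 28 by less, a wide bound that includes falls for low sites from 24.6 to 14.9 without the filter on variation and to 11.7 with a pseudocount of 0.01 at day 12, and from 2.68 to 0.156 with a pseudocount of 0.05 at day 5.

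The mean difference over low sites ranged from 0.00673 to 0.00784 with 1 library left out, over high sites from 0.00349 to 0.00750, and over all sites from 0.0115 to 0.0153. The difference over high sites passed the threshold only without experimental day 16 (0.00750, exact permutation p = 0.00794).

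The position of experimental day 0 moved from 0.801 to 0.469 over top sites with a small day 0 difference, and ranged from 0.736 without experimental day 16 to 0.817 without control day 5. The number of controls clustered with it was 5 over all sites and 6 over top sites with a small day 0 difference, against 0. Over all sites that cluster also held the 5 other experimental libraries, and only control day 12 lay outside it. The nearest library was then experimental day 16, with a mean distance of 147.9 to the experimental and 179.6 to the control libraries. The mean share of sites that differed by more than 0.2 was 60.4%, and 66.7% over all top sites and 30.9% over all sites. The mean share from 0.2 to 0.8 in the experimental library fell from 47.4% to 17.1% over all sites for those low in the control library, and from 53.8% to 24.5% for those high in it.

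The correlation of initial promoter methylation with the day 20 difference fell from 0.0716 to 0.0127 (permutation p = 0.186) with the day 0 value of the control line. The correlation with expression, -0.0541, passed an unadjusted threshold with Spearman's rho (-0.189), the log2 ratio (-0.130), 1 site per promoter (-0.225) and without the 2 genes of the largest expression difference (-0.110). For CpG sites per promoter, counting only variable sites reversed the difference for genes with increased expression, from -1 to 3, and raised that for genes with decreased expression from 1 to 3, both past the threshold.

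The higher day 0 beta value of promoters of genes with increased and with decreased expression kept its direction and its side of the threshold with genes over 2-fold at day 20 and with 1 or 5 sites per promoter. The number of promoters above 0.05 at day 20 ranged from 1594 to 2796 with 5 or 1 sites per promoter. The median differences of the 3 ontology clusters stayed above 0 at day 20 and with 1 site per promoter, from 0.00664 in cluster #2 at day 20 to 0.0572 in cluster #1.

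Of 165 fits of named promoters and sites that each left out 1 library, 139 kept direction and side of the threshold, 22 fell short of it and 4 reversed. The 4 are fits of Sdhc, whose M-value difference ranged from -0.73 without experimental day 12 to 0.47. Its M-value difference of -0.09 became 0.31 without experimental day 5, 0.31 without experimental day 20, 0.47 without control day 12 and 0.15 without control day 20. The alternatives on coverage minima, thinning of reads, a read-count model and pooled reads were not run because the values are percentages. Those on CpG islands and on all CpG dinucleotides of a promoter were not run for want of the genome sequence, and separate strands are the setting used throughout.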

Differences from the paper's values

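The alternatives set before the data were examined are meant below unless it is said that one was chosen after the values were seen. No test of an explanation is reported in this part. Values counted as no difference need not be equal, for example 30.3% against the paper's 44% or -0.0717 against -0.11. A gap is called closed on the same reckoning.

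At day 12, 5.61% of initially low sites were 10-fold lower, against the paper's 15%. With the top 0.1 quantile of sites with a small day 0 difference the value was 11.1%, which is counted as no difference. The other alternatives gave 2.10% to 5.57%. For initially high sites, 5.24% were 10-fold higher against the paper's 24%, and 0.228% were 10-fold lower against the paper's 44%. None of the alternatives closed either gap. As a share of all sites, initially high sites 10-fold lower made up 0.0626%, against the paper's 6%, and none of the alternatives closed the gap.

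For the other days the paper's values were read by eye from Fig. 3D. The share of low sites higher was 19.9% at day 5 against about 33% in Fig. 3D, 15.7% at day 9 against about 37% in Fig. 3D, and 13.2% at day 20 against about 36% in Fig. 3D. The top sites with a small day 0 difference gave 32.8%, 34.6% and 31.0%, which closed these gaps, and no other alternative did. The share of low sites lower at day 16 was 7.47% against about 15% in Fig. 3D, and the same alternative gave 10.5%, which closed the gap. The share of high sites higher was 0.230% at day 5 against about 9% in Fig. 3D. It was 0.463% at day 9 against about 11% in Fig. 3D. At day 16 it was 1.68% against about 17% in Fig. 3D. At day 20 it was 0.371% against about 11% in Fig. 3D. A difference over 0.2 in place of the ratio gave 9.94%, 13.0%, 12.2% and 12.2%, which closed these gaps, as did the top sites with a small day 0 difference at day 9 (8.73%) and day 16 (21.2%). The share of high sites lower was 0.218% at day 5 against about 23% in Fig. 3D. It was 1.23% at day 9 against about 37% in Fig. 3D. At day 16 it was 0.114% against about 40% in Fig. 3D. At day 20 it was 1.42% against about 36% in Fig. 3D. None of the alternatives closed these gaps. Fig. 3D prints the same percentages for high sites that fell as for low sites that rose at days 9, 12, 16 and 20.

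The correlation of initial promoter methylation with the day 20 difference was 0.0716 over 10867 promoters, against the paper's -0.126, and none of the alternatives gave a negative value. The alternatives held between 894 and 13073 promoters. The paper's text does not give the number behind its value, so its set of promoters may be unlike each of these. The correlation of promoter methylation with expression was -0.0541 over genes of Supplementary Table 1, against the paper's -0.11 over the top 0.05 quantile of genes by adjusted p-value, and that choice of genes was not repeated here. The log2 ratio (-0.130), the genes of Supplementary Table 2 (-0.0896), the mean of days 5 to 20 (-0.0785) and 5 sites per promoter (-0.0717) closed this gap, and Spearman's rho (-0.189) and 1 site per promoter (-0.225) did not. Leaving out the 2 genes of the largest expression difference, chosen after the values were seen, gave -0.110.

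The median number of CpG sites per promoter of genes with increased expression was 12, against the paper's 23, and none of the alternatives closed the gap. The median day 0 beta value of promoters of other genes was 0.0368 against about 0.06 in Supplementary Fig. 1G, and with 1 site per promoter it was 0.0416, which closed the gap. That of genes with decreased expression was 0.110 against about 0.04 in Supplementary Fig. 1G, and none of the alternatives closed the gap. For these medians and the CpG counts the paper sorted genes by fold change at day 20. Here the changed genes were all from Supplementary Table 1, a list made at day 16, so the gene sets are unlike. The CpG counts here also took only cytosines listed in all 12 libraries. The number of promoters above 0.05 at day 20 was 2152 against about 1300 in Supplementary Fig. 2E, and 5 sites per promoter, with 1594, closed the gap.

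The paper states that experimental day 0 clustered with the controls (Fig. 3B). Here it clustered with 0 of the 6 controls over the top sites, and with all 6 only over the top sites with a small day 0 difference, a choice made after the values were seen. The paper states that differences between the lines were most prominent from day 12 on. Here the share of sites differing by more than 0.2 was 52.4% at day 5, 63.4% at day 9, 66.0% at day 12, 57.0% at day 16 and 62.9% at day 20, so the highest share was at day 12 and day 9 exceeded days 16 and 20. The paper states that initially high sites tend to become hypomethylated. Here the share 10-fold lower exceeded the share 10-fold higher at days 9 and 20 and not at days 5, 12 and 16, with a difference over 0.2 in place of the ratio the share lower was the larger at day 12 alone, and their mean beta value was the higher in the experimental line at 4 of 5 days. The paper states that genes with decreased expression have fewer CpG sites per promoter than genes that do not change. Here the medians were 14 for such genes of Supplementary Table 1 and 13 for genes not in it. The paper calls the lines isogenic, and the libraries listed a median of 1536.5 Y-chromosome cytosines in the experimental and 185.5 in the control line.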

Other observations

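The tests of the sparse control day 12 library, of differences between libraries of 1 line over days 5, 9, 16 and 20 and at initially high sites, and of other splits of the libraries were set before their results were seen, and the other tests in this part were chosen only after.

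Over the top sites, the experimental day 0 library lay with the experimental libraries. Its position score was 0.801. A later library of the experimental line labelled day 0 would lie there, and so would a day 0 library of a line that differed from the start, so these explanations cannot be told apart by the position. A difference between the lines that was present before induction is a candidate explanation. At 76.8% of the sites past the threshold, which were chosen without this library, it lay on the experimental side of the midpoint. Over top sites with a small day 0 difference its position was 0.469, so its place near the controls may follow from that choice of sites. Whether the line difference arises from the embryos of origin, from culture or from incomplete control of recombination was not tested.

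At day 12 the excess of low sites 10-fold higher over those 10-fold lower was 24.6 percentage points. The other control libraries showed a mean excess of 15.1 against control day 12, so the sparse control day 12 library may account for part of it. Over days 5, 9, 16 and 20 the mean excess was 4.63, but it averages days of both directions, so it decides nothing about differences between libraries of 1 line. The excess at day 16 alone was 22.5. It lay above the highest value between control libraries without day 12, 16.1, and between experimental libraries, 17.5. It was about equal to the highest value with control day 12, 22.5, and with a difference over 0.2 in place of the ratio the excess was -0.912, so differences between libraries of 1 line stay open. For initially high sites the lowest excess at a day was -1.05, and the lowest value between control libraries was -5.02, or -1.44 without control day 12, so such differences stay open there as well.

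The disagreement between strands was used to predict the excess of each day from the measurement noise of the 2 libraries compared. For low sites 3 of 5 days lay beyond 2 residual SD, which argues against noise as the whole cause of the excess. The expected excess at days 5, 9, 12, 16 and 20 was -1.96, -8.52, 18.8, 14.7 and -14.0. The observed excess was 2.68, 0.0905, 24.6, 22.5 and -6.72. The residuals lay between 4.64 and 8.61, so noise may account for most of the change from day to day. The residual at day 0, before induction, was 7.53 and also beyond 2 residual SD, so the excess beyond noise is not specific to the days after induction, although the choice of sites by their day 0 value bounds what that day can show. For initially high sites 0 of 5 days lay beyond 2 residual SD, so measurement noise of the libraries compared stays open as a candidate explanation. Their residual at day 0 was -2.36, beyond 2 residual SD, with the same bound from the choice of sites. In the top sites with a small day 0 difference, 1 of 5 days lay beyond it for high sites (day 12, residual 6.85). For the low sites among these, 5 of 5 days did, as did day 0 (residual 21.3).

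Of 100 splits of the 11 libraries drawn from 462, 1, the real split, gave as many CpG sites past the threshold, and 1, again the real split, gave as many promoters. The next highest counts were 1196 sites and 13 promoters. These splits separate the lines and do not separate SDHC loss from other differences between the lines.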
